# RNA-Seq Provides Insights into VEGF-Induced Signaling in Human Retinal Microvascular Endothelial Cells: Implications in Retinopathy of Prematurity

**DOI:** 10.3390/ijms23137354

**Published:** 2022-07-01

**Authors:** Aniket Ramshekar, Colin A. Bretz, M. Elizabeth Hartnett

**Keywords:** ROP, VEGF, VEGFR2, KDR, STAT3, RNA-seq, HRMECs

## Abstract

The pathophysiology of retinopathy of prematurity (ROP) is postulated to first involve delayed intraretinal vascularization, followed by intravitreal neovascularization (IVNV). Although intravitreal agents that reduce the bioactivity of vascular endothelial growth factor (VEGF) are used to treat IVNV, concerns exist regarding their effects on intraretinal vascularization. In an experimental ROP model, VEGF receptor 2 (VEGFR2) knockdown in retinal endothelial cells reduced IVNV and promoted intraretinal vascularization, whereas knockdown of a downstream effector, signal transducer and activator of transcription 3 (STAT3) in retinal endothelial cells only reduced IVNV. In this study, we tested the hypothesis that the different pathways involved in VEGF-triggered VEGFR2 signaling and VEGF-triggered STAT3 signaling in retinal endothelial cells would allow us to delineate signaling pathways involved in IVNV from those involved in intraretinal vascularization in ROP. To address our hypothesis, we used RNA-sequencing and pathway enrichment analysis to determine changes in the transcriptome of cultured human retinal microvascular endothelial cells (HRMECs). Of the enriched pathways, inactivation of oncostatin M signaling was predicted by either *KDR* or *STAT3* knockdown in the presence of VEGF. Activation of kinetochore metaphase signaling was predicted by *KDR* knockdown, whereas inactivation was predicted by *STAT3* knockdown in the presence of VEGF. Inactivation of signaling by the Rho family of GTPases was predicted by *KDR* knockdown, but activation was predicted by *STAT3* knockdown in the presence of VEGF. Taken together, our data identified unique signaling pathway differences between VEGF-triggered VEGFR2 and VEGF-triggered STAT3 in HRMECs that might have implications in ROP.

## 1. Introduction

Retinopathy of prematurity (ROP) remains a leading cause of vision loss and blindness in children worldwide [1]. The pathophysiology is described by a two-phase hypothesis in which Phase I is characterized by compromised and delayed intraretinal vascularization, and Phase II is characterized by vision-threatening extraretinal or intravitreal neovascularization (IVNV) [2]. Current approaches to treat Phase II ROP include laser treatment to ablate regions of the peripheral avascular retina [3] or intravitreal administration of agents that reduce the bioactivity of vascular endothelial growth factor (VEGF) [4]. However, intravitreal anti-VEGF agents at certain doses have been associated with later reactivation of treatment-warranted ROP from the persistent avascular retina in human studies [5,6,7]. Furthermore, non-specific inhibition of VEGF has been associated with increased retinal cell death in mice [8] and rats [9,10], emphasizing the importance of VEGF in the survival of endothelial, neural, and glial cells. Therefore, it is important to understand approaches to regulate VEGF-mediated cellular and molecular events in specific cell types in order to inhibit IVNV and extend intraretinal vascularization to the ora serrata.

VEGF interacts with several receptors and co-receptors on different cell types [11]. Specifically, VEGF-triggered signaling through VEGF receptor 2 (VEGFR2) in endothelial cells has been demonstrated to mediate both pathologic and physiologic angiogenesis [12]. We used the most representative animal model of ROP, the rat oxygen-induced retinopathy (OIR) model [13], to understand the role of endothelial VEGFR2 in ROP pathology. In the rat OIR model, subretinal delivery of lentiviral vectors that expressed shRNA targeting *Kdr* driven by a *Cdh5* promoter reduced IVNV and promoted intraretinal vascularization compared to subretinal delivery of lentiviral vectors that expressed shRNA targeting luciferase driven by a *Cdh5* promoter as control [14]. This finding suggested that regulation of VEGFR2 activation in retinal endothelial cells could inhibit pathologic angiogenesis and promote physiologic angiogenesis. Therefore, we assessed downstream effectors of VEGF-triggered signaling to target IVNV and extend intraretinal vascularization. In previous studies using the rat OIR model, we found evidence that the oxygen fluctuation-induced stress in the rat OIR model increased VEGF-triggered STAT3 activation by signaling through the JAK/STAT pathway, and that an intravitreal JAK2 inhibitor reduced IVNV and promoted intraretinal vascular extension [15,16]. We therefore postulated that retinal endothelial STAT3 was a downstream effector of VEGF-triggered signaling that promoted the development of IVNV and delayed the extension of intraretinal vascularization. In the rat OIR model, however, subretinal delivery of lentiviral vectors that expressed shRNA targeting *Stat3* driven by a *Cdh5* promoter reduced IVNV but did not extend intraretinal vascularization compared to subretinal delivery of lentiviral vectors that expressed shRNA targeting luciferase driven by a *Cdh5* promoter as control [14]. These findings suggested that VEGF-triggered STAT3 activation in retinal endothelial cells is necessary for IVNV, but not for intraretinal vascularization.

In this study, we employed high-throughput RNA sequencing (RNA-seq) to address a hypothesis that the different pathways involved in VEGF-triggered VEGFR2 signaling and VEGF-triggered STAT3 signaling in human retinal endothelial cells (HRMECs) would allow us to delineate signaling pathways involved in IVNV from those involved in intraretinal vascularization.

## 2. Results

### 2.1. Quality Control of Biologic Samples in RNA-Seq Analysis

In order to assess sufficient knockdown of either STAT3 or VEGFR2, we measured *STAT3* or *KDR* mRNA expression by RT-PCR in HRMECs 24 or 36 h after siRNA transfection. At 24 h and 36 h after transfection and compared to respective timepoint controls, HRMECs transfected with STAT3 siRNA had significantly reduced *STAT3* mRNA expression (*p*-value < 0.05, Figure 1A), while HRMECs transfected with KDR siRNA had significantly reduced *KDR* mRNA expression (*p*-value < 0.05, Figure 1B). These findings provided us with a suitable time frame to treat transfected HRMECs.

We then treated control siRNA transfected HRMECs with VEGF for four hours and assessed several VEGF-mediated gene targets (e.g., *VCAM1*, *BCL2*, *IL6*, and *CCND1*), all of which had significantly increased mRNA expression compared to volume-matched vehicle control (*p*-value < 0.05, Figure 1C). These findings suggested that four hours of VEGF treatment was sufficient to induce gene expression changes. We next evaluated the RNA integrity value (RIN) to ensure that the RNA isolated from HRMECs was suitable for high-throughput RNA-seq. The RIN for all samples used in the STAT3 and KDR RNA-seq experiments was greater than 8.0 and confirmed that the isolated RNA samples were of high quality (Supplementary Table S1) [17].

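The STAT3 RNA-seq dataset holds 12 libraries of mRNA from human retinal microvascular endothelial cells (HRMECs), the cells that line the small vessels of the retina. The 4 groups were HRMECs transfected with control siRNA and treated with PBS or with VEGF, and HRMECs transfected with STAT3 siRNA and treated with PBS or with VEGF, with n = 3 libraries in each. All replicates came from 1 independent experiment, so the spread between them is the spread between cultures of that experiment. In control siRNA-transfected HRMECs, total counts per library were 10140086 to 15188672 with PBS (median 12985340) and 12118655 to 13698845 with VEGF (median 13529337). In STAT3 siRNA-transfected HRMECs, they were 11154154 to 13014306 with PBS (median 12902656) and 11263661 to 13263570 with VEGF (median 12958070). The values are read counts per gene for 15880 genes. The authors aligned single reads of 50 bases to hg38 and to RefSeq splice junctions with novoalign and kept 1 alignment per read. The paper's text does not name the program, the gene annotation or the strand setting behind the counts per gene. Protein-coding genes held 98.3% of the counts.

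From these counts, 14886 genes passed edgeR's filter on low counts and were tested with its quasi-likelihood test in 1 fit of all 12 libraries, after TMM normalization. Fold changes are given as log2 values with their standard error, expression as TMM-normalized CPM, and p-values as adjusted by the Benjamini-Hochberg method over all genes tested. Genes were called differentially expressed at an adjusted p of 0.05. The typical spread between replicates beyond counting noise was a biological coefficient of variation of 0.0822. The comparisons, the tests, 42 lists of genes for pathways and cell types, and the rule by which genes are named were fixed before the data were examined, with the paper's tables and figures already read. The paper's Table S2 holds results of VEGF against PBS with control siRNA from these same counts. The lists are therefore not independent of that comparison, and their p-values for it are not those of lists chosen blind. Each list of at least 3 tested genes was compared with all other genes by limma's camera, with its preset correlation between genes, and its p was adjusted over the lists. The KDR RNA-seq dataset was not analysed here.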

After high-throughput sequencing, a principal component analysis (PCA) was performed using the regularized log-transformed (Rlog) count values for the top 500 most variable genes. In the STAT3 RNA-seq dataset, PCA identified two principal components (PCs) that accounted for 87.5% of the variance (Figure 1D). 

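Along PC1, the genes with the largest weights on the VEGF side were the stanniocalcin hormone gene STC1, the Wnt antagonist DKK2, the calcineurin inhibitor RCAN1, the metalloproteinase ADAMTS1 and the endoplasmic reticulum (ER) stress gene HERPUD1. On the PBS side they were the arterial gap junction genes GJA4 and GJA5, the pro-apoptotic BMF, FAM124B and ENC1. Along PC2, STAT3 itself weighed most on the control siRNA side, followed by the adhesion molecule E-selectin (SELE) and the sialyltransferase ST3GAL6. The largest weights on the STAT3 siRNA side were those of the clock gene NR1D1, of NEURL3 and of the clock gene PER1, genes picked out by their weights alone. PC1 held 78.4% of the variance of the rlog values of the 500 most variable genes and PC2 held 9.06%. Every library treated with VEGF lay apart from every library treated with PBS on PC1, and every STAT3 siRNA library apart from every control siRNA library on PC2 (exact two-sided permutation tests over 924 splits of the 12 libraries, p = 0.00216 each, the smallest p that they allow). The split by siRNA on PC2 was less firm than that by VEGF on PC1. Its exact p was 0.0519 without replicate 1 of control siRNA with VEGF and 0.355 on log2 CPM, where PC3 carried the split instead (exact p = 0.00216).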

PC1 separated biologic replicates treated with PBS from biologic replicates treated with VEGF (78.4% variance), and PC2 separated biologic replicates transfected with STAT3 siRNA from biologic replicates transfected with control siRNA (9.1% variance). 

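On PC2, replicate 2 of STAT3 siRNA with PBS and replicate 2 of STAT3 siRNA with VEGF lay nearest to the control siRNA libraries, at scores of 0.252 and 0.397 against 0.832 for the nearest control siRNA library. Both replicates deviated from their group means in the same direction as replicate 1 of control siRNA with PBS, with a mean correlation of 0.372 between the deviations of the 3 libraries across genes, which are not independent replicates. In these 3 libraries, the clock genes NR1D1 and PER1 were lower than in the other libraries of their groups by log2 differences of -1.51 and -1.01, and the collagen gene COL12A1 was higher by 0.90. Genes of cholesterol biosynthesis, a membrane lipid pathway, were higher in these libraries (median log2 difference 0.35, 22 of 24 genes), and immediate early genes, which answer to growth signals within minutes, were lower (median -0.29, 1 of 19 genes higher). The histone genes of DNA replication were lower as well (median -0.44, 2 of 20 genes higher), and 7 fibroblast markers had a median of 0.36 (5 of 7 higher). On PC1 these libraries lay among those of their own treatment, and all 12 libraries were kept.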

Biologic replicates that were under the same treatment conditions were visually grouped together and provided support for the use of all samples in the STAT3 RNA-seq dataset. In the KDR RNA-seq dataset, PCA identified two PCs that accounted for 87.8% of the variance (Figure 1E): PC1 separated control siRNA-transfected biologic replicates treated with PBS from control siRNA-transfected biologic replicates treated with VEGF and KDR siRNA-transfected biologic replicates from control siRNA-transfected biologic replicates (64.9% variance). Notably, PCA identified grouping of KDR siRNA-transfected biologic replicates regardless of VEGF or PBS treatment. Nonetheless, the biologic replicates that were under the same treatment conditions were visually grouped together and provided support for the use of all samples in the KDR RNA-seq dataset.

### 2.2. VEGF-Mediated Gene Regulation in HRMECs

VEGF-triggered signaling is implicated in the physiologic and pathologic development of retinal blood vessels in ROP [18]. We therefore compared the transcriptomes between VEGF-treated and PBS-treated HRMECs transfected with control siRNA to determine the differentially expressed genes. Since the two groups were sequenced in the STAT3 RNA-seq and the KDR RNA-seq datasets, we analyzed and compared VEGF-mediated differential gene expression in both datasets using DESeq2. Compared to PBS, VEGF differentially regulated 2802 genes (1590 upregulated genes and 1212 downregulated genes, adjusted *p*-value < 0.05) in HRMECs transfected with control siRNA in the STAT3 RNA-seq dataset (Supplementary Table S2), whereas VEGF differentially regulated 2171 genes (1362 upregulated genes and 809 downregulated genes, adjusted *p*-value < 0.05) in HRMECs transfected with control siRNA in the KDR RNA-seq dataset (Supplementary Table S3). 

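After 4 h of VEGF, the hormone gene STC1 rose from 0.871 ± 0.427 to 45.3 ± 13.6 CPM (mean ± SD, n = 3 each), and the calcineurin inhibitor RCAN1, a known target of VEGF signaling, rose from 39.7 ± 1.18 to 406 ± 23.1 CPM. HSPA5, the chief chaperone of the ER, was abundant at 1442 ± 87.9 CPM with PBS and reached 4461 ± 169 CPM with VEGF. Among the genes that fell were the arterial gap junction genes GJA4, from 23.6 ± 9.83 to 2.56 ± 0.955 CPM, and GJA5, from 9.47 ± 2.97 to 1.24 ± 0.351 CPM. STAT3 and the VEGF receptor KDR did not pass the test, with log2 fold changes of 0.05 (standard error 0.0941, edgeR adjusted p = 0.759) and 0.05 (standard error 0.0754, adjusted p = 0.676).

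STC1 lies on chromosome 8 of GRCh38 from 23841929 to 23854806 and had a log2 fold change of 5.64 (standard error 0.309, adjusted p = 9e-09 from edgeR). RCAN1, on chromosome 21 from 34513142 to 34615113, rose by 3.35 (standard error 0.111, edgeR adjusted p = 7.2e-11). HSPA5, on chromosome 9 from 125234853 to 125241382, rose by 1.63 (standard error 0.0617, edgeR adjusted p = 2.31e-10). GJA4, on chromosome 1 from 34792999 to 34795747, fell by 3.15 (standard error 0.353, edgeR adjusted p = 1.59e-05), and GJA5, on the same chromosome from 147756199 to 147773362, fell by 2.90 (standard error 0.316, adjusted p = 1.22e-05). Of the genes that the study measured by PCR, the cytokine IL6 rose by 1.83 (standard error 0.0833, edgeR adjusted p = 1.41e-09) and cyclin D1 (CCND1) by 0.64 (standard error 0.0698, adjusted p = 1.22e-05). The adhesion molecule VCAM1 rose by 0.65 (standard error 0.205, edgeR adjusted p = 0.0362), a call kept in 10 of 16 alternative settings, and the survival gene BCL2 did not pass the test (0.90, standard error 0.544, adjusted p = 0.272). BCL2 had 0.15 to 0.81 CPM with PBS and 0.61 to 1.40 CPM with VEGF, too few reads for this test to decide on the PCR result.

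In all, 3038 genes were called between VEGF-treated and PBS-treated HRMECs transfected with control siRNA, of which 1774 were higher with VEGF and 1264 were lower. When scaled by library totals alone, 1508 were higher and 1580 were lower.

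**Figure D1:**
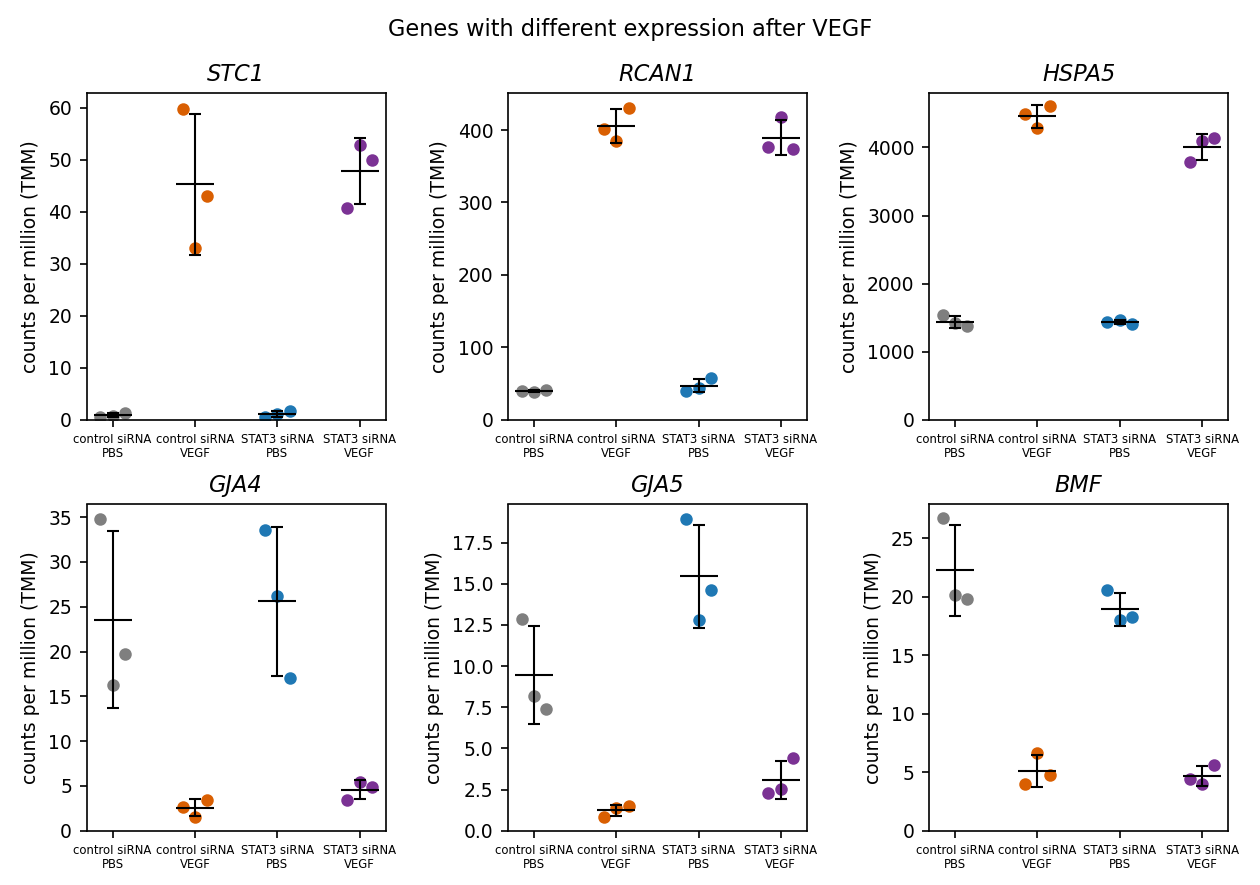
CPM of STC1, RCAN1, HSPA5, GJA4, GJA5 and BMF in each library of the 4 groups, with a point per library and the mean ± SD (n = 3) of each group. STC1 lies between 32.96 and 59.78 CPM with control siRNA and VEGF, and GJA4 between 1.562 and 3.466 CPM in the same libraries.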

In both datasets, VEGF treatment was associated with a greater fold increase than a decrease of the differentially expressed genes (Figure 2A,B).

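Among genes with a symbol, enough reads and no overlap between the groups, the largest rises were those of STC1, of DERL3, which helps to move misfolded proteins out of the ER (5.41), of DKK2 (5.13), of the adhesion gene CDH15 (4.32), of tissue factor F3, the trigger of blood clotting (4.21), and of the growth factor carrier IGFBP5 (4.05), each as a log2 fold change. The surface protein CD200 (3.48), the nuclear receptors NR4A3 (3.47) and NR4A1 (3.45) and the hyaluronan-binding CEMIP (3.40) followed. The largest falls were those of GJA4, of the membrane protein PLLP (-3.04), of GJA5, of GPRIN3 (-2.61), of FAXDC2 (-2.23), of BMF (-2.11) and of TMEM37 (-2.01). The detoxifying enzyme CYP1A1 fell by 1.70 and FAM124B by 1.62. Among the called genes, the median log2 fold change was 0.47 for those that rose and -0.41 for those that fell. A log2 fold change beyond 1 was reached by 278 risen and 99 fallen genes, and one beyond 2 by 55 risen and 10 fallen genes.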

To identify pathway enrichments associated with the VEGF-mediated genes, we used the Canonical Pathways feature in IPA. IPA identified the enrichment of 222 signaling pathways in the STAT3 RNA-seq dataset (Supplementary Table S4, adjusted *p*-value < 0.05) and 233 signaling pathways in the KDR RNA-seq dataset (Supplementary Table S5, adjusted *p*-value < 0.05). Furthermore, IPA identified enriched signaling pathways that were predicted to be significantly activated (*n* = 10, z-score ≥ 2) or inactivated (*n* = 2, z-score ≤ −2) in the STAT3 RNA-seq dataset (Figure 2C), and significantly activated (*n* = 46, z-score ≥ 2) or inactivated (*n* = 5, z-score ≤ −2) in the KDR RNA-seq dataset (Figure 2D). 

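Among regulators of apoptosis, VEGF raised the survival genes BCL2A1 (log2 fold change 2.61, standard error 0.42) and BIRC3 (0.93, standard error 0.14) and the mitochondrial cytochrome c gene CYCS (0.76, standard error 0.0911), and lowered the pro-apoptotic BMF. Of the 34 genes tested in this list, 5 rose and 6 fell (5 and 6 when adjusted over the list alone). The list did not move as a whole, with a median log2 fold change of -0.04, a mean of 0.03 and an adjusted p of 0.575 from camera. Among 45 genes of lysosomes and autophagy (the CLEAR network), VEGF raised FNIP2, a partner of folliculin (0.70, standard error 0.103), the proton pump subunit ATP6V0A1 (0.50, standard error 0.0796) and the autophagosome gene MAP1LC3B (0.25, standard error 0.0509), and lowered the nutrient-sensing GTPase RRAGC (-0.35, standard error 0.0639). In total, 4 of them rose and 7 fell, with the same counts when adjusted over the list alone (median -0.06, adjusted p = 0.116 from limma's camera).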

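Genes of protein folding in the ER rose together. VEGF raised 27 of 33 ER chaperones and genes of ER-associated degradation and lowered none (28 raised and 0 lowered when adjusted over the list alone), with a median log2 fold change of 0.98. At an unadjusted p under 0.05, the count of lowered genes was also 0, as it was by DESeq2. HERPUD1 rose by 2.95 (standard error 0.0893), the co-chaperone DNAJB9 by 2.44 (standard error 0.111), SELENOK by 2.00 (standard error 0.0935), the secreted ER protein MANF by 1.43 (standard error 0.061) and EDEM1, which hands misfolded proteins to degradation, by 1.31 (standard error 0.0827). In the PERK and ATF4 arm of the same response, 8 of 19 genes rose and 1 fell (9 and 2 when adjusted over the list alone), among them the glutathione-degrading CHAC1 (1.97, standard error 0.118), the amino acid transporter SLC7A5 (1.00, standard error 0.0879) and the PERK kinase gene EIF2AK3 (0.99, standard error 0.0799).

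Of the 6 genes that make UDP-N-acetylglucosamine, the sugar donor for glycosylation, 5 rose and 0 fell (the same when adjusted over the list alone), led by GNPNAT1 (0.74, standard error 0.0893) and GFPT2 (0.60, standard error 0.0813). Of 25 genes of ERK5 signaling, 9 rose and 1 fell (11 and 2 when adjusted over the list alone). The transcription factors MEF2C and MEF2A rose by 1.87 (standard error 0.109) and 0.74 (standard error 0.101), the kinase MAP3K8 rose by 1.53 (standard error 0.206), and FOXO3 fell by 0.76 (standard error 0.0959). Of 28 genes of oncostatin M signaling, a cytokine pathway that runs through JAK and STAT proteins, 9 rose and 1 fell (12 and 3 when adjusted over the list alone), among them the collagenase MMP1 (1.40, standard error 0.196), the urokinase receptor PLAUR (1.06, standard error 0.088), the kinase MAP2K1 (0.66, standard error 0.0572) and STAT5B (0.45, standard error 0.0594). Of 27 regulators of epithelial-mesenchymal transition, 7 rose and 2 fell (9 and 4 when adjusted over the list alone). The growth factor TGFB3 rose by 1.96 (standard error 0.23) and the transcription factor ETS1 by 0.51 (standard error 0.0803), while ZEB2, a repressor of epithelial genes, fell by 0.56 (standard error 0.0759).

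Against all other genes, camera gave an adjusted p of 1.03e-28 for the ER list, 4.48e-05 for UDP-N-acetylglucosamine, 0.00221 for PERK and ATF4, 0.00838 for ERK5 signaling and 0.0473 for oncostatin M signaling. The list of epithelial-mesenchymal transition did not pass (limma's camera, adjusted p = 0.395), and its median (-0.01) and mean (0.17) differ in sign. With an estimated correlation between genes, only the ER list of these passed, with an adjusted p = 0.0325, against an adjusted p = 0.138, 0.12, 0.199 and 0.564 for the others in that order.

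**Figure D2:**
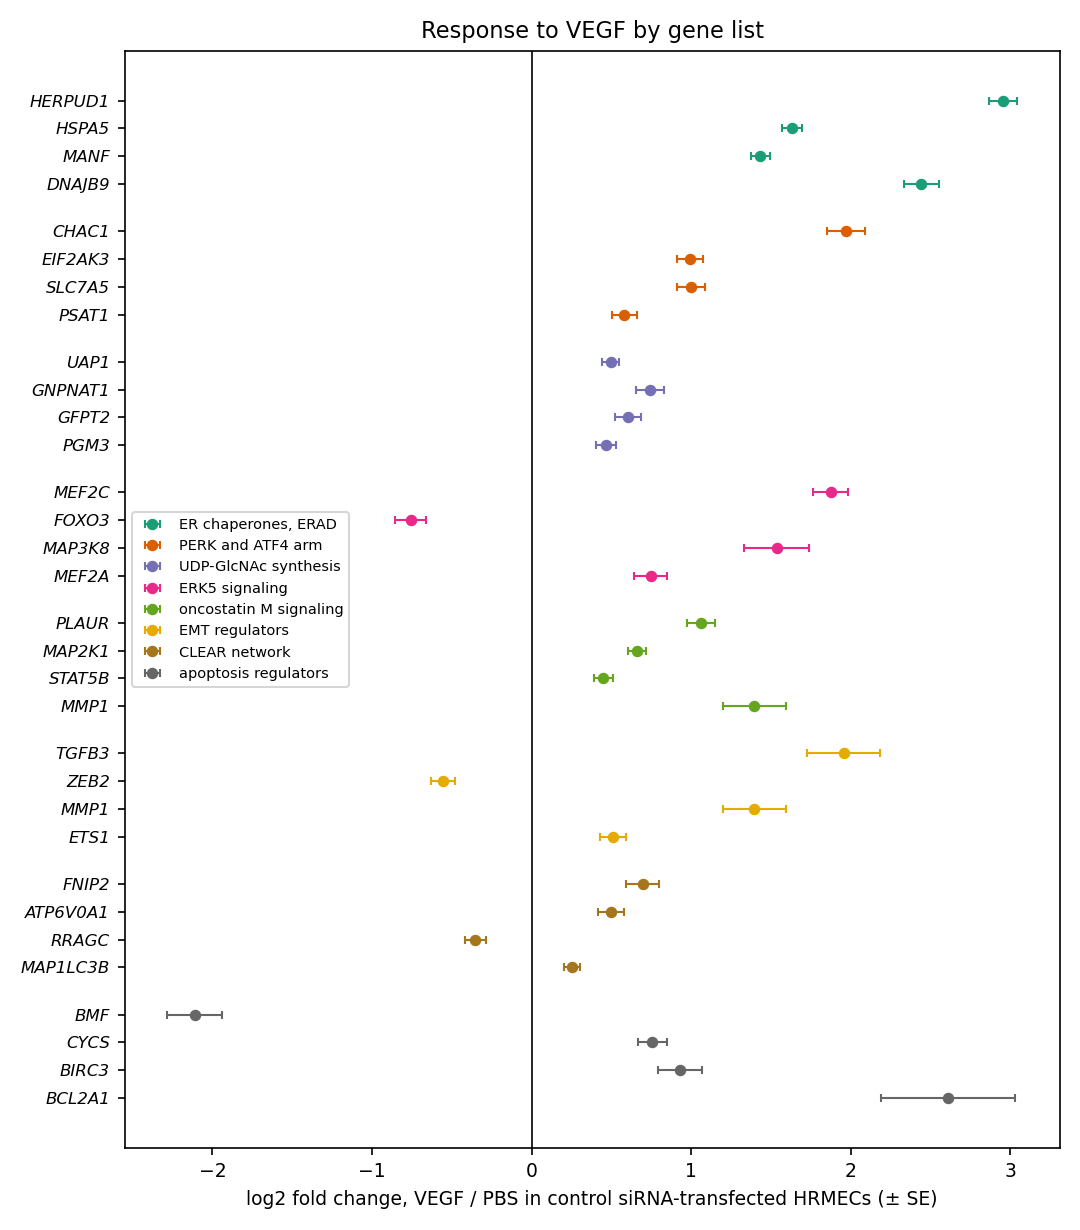
Log2 fold change ± standard error, VEGF against PBS in HRMECs transfected with control siRNA (n = 3 each), of the 4 genes with the smallest p in each of 8 lists. Each point is a gene and each color a list, and the genes of the ER list all lie to the right of 0.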

Of the enriched signaling pathways, unfolded protein response, regulation of epithelial mesenchymal transition by growth factors pathway, insulin secretion signaling pathway, tumor microenvironment pathway, UDP-N-acetyl-D-glucosamine biosynthesis II, ERK5 signaling, oncostatin M signaling, and FAT10 cancer signaling pathway were predicted to be significantly activated in both datasets. However, we also observed that some of the VEGF-mediated signaling pathways were only significantly enriched in one of the datasets. Furthermore, we observed that only 31% (1184) of the differentially expressed genes were shared between the two comparative analyses (Figure 2E). We speculated that the differences in VEGF-mediated gene regulation between the two datasets might be due to differences in the RNA-seq methods. To address this consideration, we used the Analysis Match feature in IPA and found that the comparative analyses (VEGF versus PBS in control siRNA transfected HRMECs) in the STAT3 and KDR RNA-seq datasets were very similar and in fact the most similar out of ~90,000 comparative transcriptome studies in IPA (overall z-score = 58.82). Taken together, the data suggested that VEGF-mediated gene regulation in our two datasets was sufficiently similar to compare despite the differences in RNA-seq methods.

### 2.3. VEGFR2-Mediated Gene Regulation in HRMECs

In the rat OIR model, knockdown of VEGFR2 in retinal endothelial cells by shRNA targeting *Kdr* was associated with decreased IVNV and extension of intraretinal vascularization compared to littermate controls treated with luciferase shRNA [14]. We therefore compared the sequenced transcriptome between VEGF-treated HRMECs transfected with KDR siRNA to VEGF-treated HRMECs transfected with control siRNA in the KDR RNA-seq dataset. In the presence of VEGF treatment, knockdown of *KDR* differentially expressed 3765 genes (1460 upregulated and 2305 downregulated, adjusted *p*-value < 0.05) compared to control (Figure 3A, Table S6). IPA identified the significant enrichment of 309 canonical pathways (adjusted *p*-value < 0.05, Supplementary Table S7) associated with the differentially expressed genes. IPA predicted 134 of the enriched canonical pathways to be significantly inactivated (z-score ≤ −2) and 14 to be significantly activated (z-score ≥ 2, Supplementary Figure S1). Notably, canonical pathways that were significantly activated by VEGF (e.g., insulin secretion signaling pathway, tumor microenvironment pathway, oncostatin M signaling, ERK5 signaling, regulation of epithelial-mesenchymal transition by growth factors pathway, and unfolded protein response) were predicted to be significantly inactivated (z-score ≤ −2) with *KDR* knockdown. Also, pathways implicated in cell movement (e.g., erythropoietin signaling pathway, ERB2-ERBB3 signaling, PDGF signaling, JAK/STAT signaling, EGF signaling, signaling by Rho family GTPases, and HIF1α signaling) were also predicted to be significantly inactivated (z-score ≤ −2). IPA, however, predicted that pathways involved in cell cycle regulation (e.g., kinetochore metaphase signaling and chromosomal replication) were significantly activated (z-score ≥ 2). Taken together, the pathway enrichment data suggested that VEGFR2 is necessary to mediate genes implicated in several signaling pathways in addition to VEGF-triggered signaling.

In support of the above interpretation, we only observed a 30% (1360 genes) overlap between the VEGF-induced VEGFR2-mediated genes and VEGF-mediated genes (Figure 3B). We, therefore, sought to understand the relative gene expression patterns of the 3765 genes differentially regulated by VEGF-induced VEGFR2 across all four of the experimental groups in the KDR RNA-seq dataset using a data-driven approach. Hierarchical clustering identified four visual gene expression patterns (Figure 3C, row dendrogram). Regardless of VEGF or PBS treatment, knockdown of *KDR* upregulated cluster 2 genes (*n* = 1210) or downregulated cluster 3 genes (*n* = 836). Knockdown of *KDR* prevented VEGF-induced downregulation of cluster 1 genes (*n* = 250) or upregulation of cluster 4 genes (*n* = 1469). Notably, 208 of the cluster 1 genes (83%), 151 of the cluster 2 genes (13%), 22 of the cluster 3 genes (3%), and 979 (67%) of the cluster 4 genes were also differentially regulated by VEGF (Figure 3D). Taken together, the data suggested that knockdown of *KDR* differentially regulated genes that did not overlap with those involved in VEGF-triggered signaling. We next determined pathway enrichments associated with the genes in each cluster using IPA. IPA identified the significant enrichment of two signaling pathways associated with cluster 1 genes, 45 signaling pathways associated with cluster 2 genes, 48 signaling pathways associated with cluster 3 genes, and 269 signaling pathways associated with cluster 4 genes (Supplementary Table S8). IPA did not make any significant pathway activation status predictions of the enriched signaling pathways associated with cluster 1 genes. Of the significantly enriched pathways associated with cluster 2 genes, IPA predicted significant inactivation of the sumoylation pathway (z-score = −2.324) and significant activation (z-score ≥ 2) of pathways related to cell cycle regulation (e.g., cell cycle control of chromosomal replication, kinetochore metaphase signaling, mitotic roles of polo-like kinase, and estrogen-mediated S phase entry), fatty acid and lipid metabolism (e.g., cholesterol biosynthesis, 3-phosphoinositide biosynthesis, 3-phosphoinositide degradation), and sugar derivatives metabolism (e.g., D-myo-inositol (1,4,5,6)-tetrakisphosphate biosynthesis and D-myo-inositol (3,4,5,6)-tetrakisphosphate biosynthesis, D-myo-inositol-5-phosphate metabolism) in response to VEGF treatment in HRMECs with *KDR* knocked down compared to control (Figure 3E). Of the significantly enriched pathways associated with cluster 3 genes, IPA predicted significant activation of the PPARα/RXRα transcriptional complex and significant inhibition of pathways related to cellular stress and injury (e.g., CLEAR signaling pathway, autophagy, pulmonary fibrosis idiopathy signaling pathway, and GP6 signaling pathway), cellular morphology and proliferation (e.g., EGF signaling, erythropoietin signaling, PDGF signaling, RAC signaling, senescence pathway, and the hepatic fibrosis signaling pathway), and cytokine signaling (e.g., FLT3 signaling, IL-15 production, and IL-1 signaling) in response to VEGF treatment in HRMECs with *KDR* knocked down compared to control (Figure 3F). Of the significantly enriched pathways associated with cluster 4 genes, IPA predicted significant activation or inhibition of 191 different pathways (Figure S2). Notably, pathways related to VEGF signaling were predicted to be significantly inactivated in response to VEGF in HRMECs with *KDR* knocked down compared to control. Taken together, the data provided insight into pathways regulated by VEGFR2 in the presence and absence of VEGF stimulation.

### 2.4. STAT3-Mediated Gene Regulation in HRMECs

In the rat OIR model, we previously observed that knockdown of STAT3 in retinal endothelial cells by shRNA targeting *Stat3* was associated with significantly reduced IVNV compared to littermate controls treated with luciferase shRNA [14]. We therefore compared the sequenced transcriptomes between VEGF treated HRMECs transfected with STAT3 siRNA and VEGF treated HRMECs transfected with control siRNA in the STAT3 RNA-seq dataset. 

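STAT3 siRNA lowered STAT3 mRNA in both treatments. Expression was 257 ± 11.8 CPM (mean ± SD, n = 3) in VEGF-treated HRMECs with control siRNA and 39.5 ± 3.32 CPM with STAT3 siRNA, and with PBS it was 248 ± 16.3 and 31.3 ± 5.36 CPM. With VEGF present, the adhesion molecule E-selectin (SELE), which catches passing leukocytes, fell from 110 ± 7.30 to 30.3 ± 0.975 CPM, the sialyltransferase ST3GAL6 fell from 82.3 ± 2.48 to 29.8 ± 4.01 CPM, and the serine-making enzyme PSAT1 fell from 37.1 ± 1.08 to 19.4 ± 0.655 CPM. The receptor for hepatocyte growth factor, MET, rose from 64.5 ± 7.75 to 114 ± 9.93 CPM, and the flow-responsive transcription factor KLF2 rose from 18.5 ± 2.25 to 30.5 ± 0.521 CPM.

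STAT3, on chromosome 17 of GRCh38 from 42313324 to 42388540, had a log2 fold change of -2.70 (standard error 0.104, adjusted p = 1.49e-09 from edgeR). SELE, on chromosome 1 from 169722640 to 169764705, fell by 1.86 (standard error 0.152, edgeR adjusted p = 1.92e-05), and ST3GAL6, on chromosome 3 from 98732236 to 98821201, fell by 1.47 (standard error 0.11, adjusted p = 9.32e-06). MET, on chromosome 7 from 116672196 to 116798377, rose by 0.82 (standard error 0.12), and KLF2, on chromosome 19 from 16324826 to 16328685, rose by 0.72 (standard error 0.105), each with an edgeR adjusted p = 0.00231. By the same rule as above, the next largest falls were those of the noncoding RNA LUCAT1 (-1.05), the DNA repair gene SWSAP1 (-1.05), the mitotic helicase ERCC6L (-1.04), the TGF-beta co-receptor TGFBR3 (-1.03), the vesicle GTPase RAB2B (-1.02), the pseudogene WHAMMP2 and the kinase JAK3 (-1.01 each). The largest rises were those of the tight junction gene CLDN14 (1.04), the dynein light chain DYNLT3 (0.90) and the ferritin pseudogene FTLP3 (0.90), with PTPMT1 (0.73), the growth factor GDF6, CCDC85B and TSPAN11 (0.67 each) and DOHH (0.65) after MET.

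STAT3, SELE, ST3GAL6, PSAT1, MET, KLF2, RAB2B, CLDN14, DYNLT3, PTPMT1 and DOHH passed in all of 16 alternative settings, TGFBR3 in 15, SWSAP1 and CCDC85B in 13, TSPAN11 in 12, GDF6 in 11, JAK3 in 10, ERCC6L and FTLP3 in 8, LUCAT1 in 7 and WHAMMP2 in 6.

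Of 14886 genes, 119 were higher and 95 lower after STAT3 knockdown in the presence of VEGF, 214 in all (79 higher and 118 lower when scaled by library totals alone). Leaving out replicate 1, 2 or 3 of control siRNA with VEGF gave 98, 100 or 136 genes, and leaving out replicate 1, 2 or 3 of STAT3 siRNA with VEGF gave 93, 116 or 93. Of 87 lowered genes whose 3' UTR could be searched, STAT3 left out, 40 hold the 7-base sequence GACCTAG, which also stands in the STAT3 transcript, against 5.04% of the other genes (TGFBR3, RAB2B and PSAT1 hold it, SELE and ST3GAL6 do not).

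**Figure D3:**
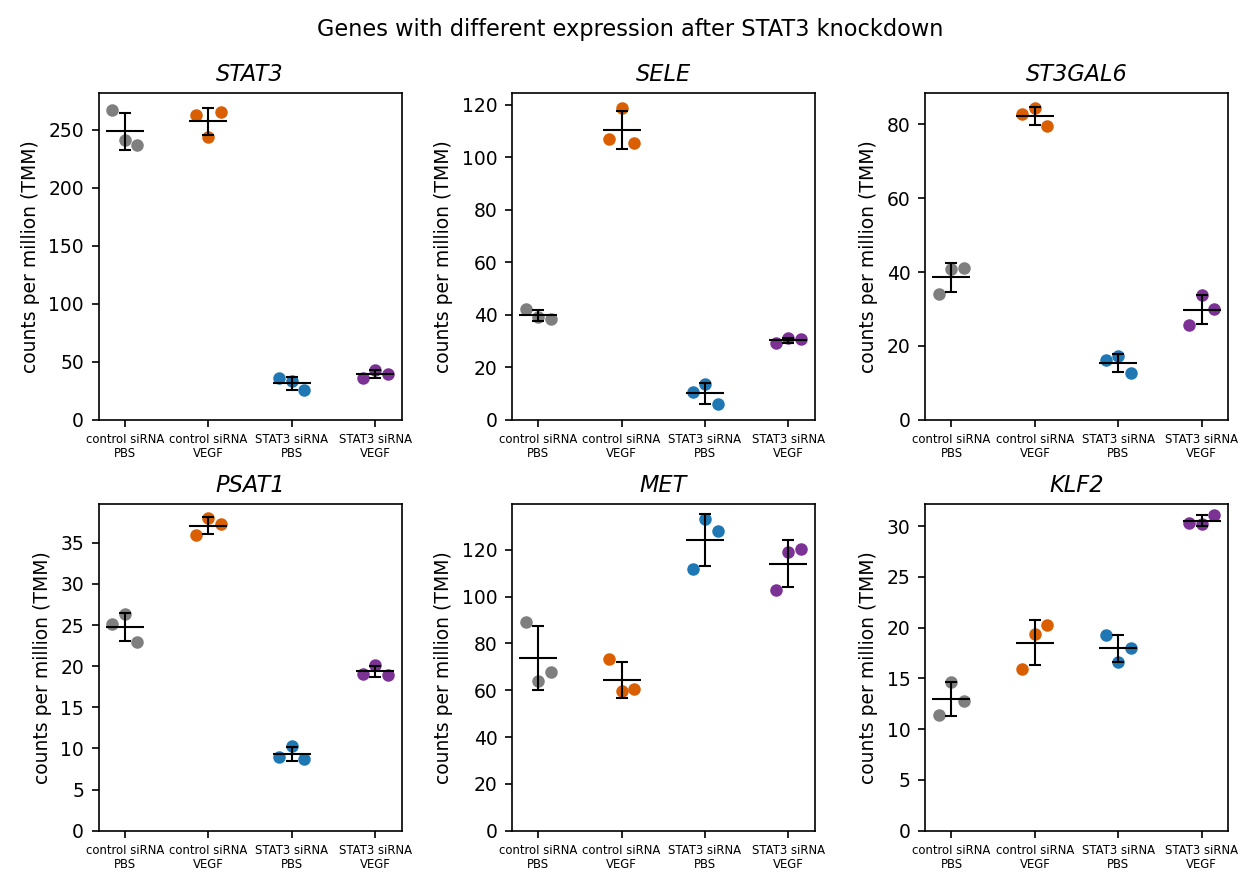
CPM of STAT3, SELE, ST3GAL6, PSAT1, MET and KLF2 in each library of the 4 groups, with a point per library and the mean ± SD (n = 3) of each group. STAT3 lies between 243.7 and 265.5 CPM with control siRNA and VEGF, and between 36.14 and 42.77 CPM with STAT3 siRNA and VEGF.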

In the presence of VEGF, knockdown of *STAT3* was associated with the differential expression of 348 genes (189 upregulated genes and 159 downregulated genes, adjusted *p*-value < 0.05) compared to control (Figure 4A, Supplementary Table S9). IPA identified significant enrichment of 143 canonical pathways (adjusted *p*-value < 0.05, Supplementary Table S10) associated with the differentially expressed genes by VEGF-induced STAT3. Notably, kinetochore metaphase signaling and oncostatin M signaling were predicted to be significantly inactivated (z-score ≤ −2), while ATM signaling and signaling by Rho Family GTPases were predicted to be significantly activated (z-score ≥ 2, Figure 4B).

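After STAT3 knockdown in the presence of VEGF, genes of the kinetochore, which ties chromosomes to the spindle, were lower, with a median log2 fold change of -0.41 over 50 genes. Of these, 4 fell and 0 rose at the threshold (17 and 0 when adjusted over the list alone, 9 and 0 by DESeq2), namely the mitotic kinase CDK1 (-0.67), the motor protein CENPE (-0.63) and the kinetochore genes MIS12 (-0.41) and ZWILCH (-0.36). Of 28 genes of oncostatin M signaling, 4 fell and 0 rose (5 and 0 when adjusted over the list alone). The 4 were STAT3 itself, JAK3 (-1.01, standard error 0.21), and the signaling genes SOS1 (-0.51, standard error 0.0957) and PTPN11 (-0.42, standard error 0.0927), which hold GACCTAG in their 3' UTR and passed in 12 and 11 of 16 alternative settings. Of 39 genes of ATM signaling and the DNA damage checkpoint, 4 fell and 1 rose (8 and 1 when adjusted over the list alone), with a median of -0.12, and the list was also lower in the 3 libraries that deviate together (-0.08, 11 of 39 genes higher). The direction of a list is that of the mRNA levels of its genes. It is not the activation state that IPA predicts for a pathway, which was not tested.

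Against all other genes, camera gave an adjusted p of 1.3e-14 for the kinetochore list, 0.000124 for ATM signaling and 0.0163 for oncostatin M signaling. The oncostatin M list holds STAT3, the gene knocked down, and on ranks it did not pass (adjusted p = 0.22). Its median log2 fold change was -0.07, while the median log2 CPM over the list per library moved the other way (0.04). None of the lists named here passed with an estimated correlation between genes (adjusted p = 0.313, 0.313 and 0.517).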

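Of the genes that STAT3 knockdown changed in the presence of VEGF, SELE and PSAT1 are examples of those that VEGF raised and the knockdown lowered (log2 fold changes with VEGF of 1.47, standard error 0.148, and 0.58, standard error 0.0799). The Notch ligand JAG2 moved the other way, lower with VEGF (-0.72, standard error 0.0869) and higher after the knockdown (0.49, standard error 0.087). The plasminogen activator PLAT rose with both (1.11, standard error 0.063, and 0.43, standard error 0.0615). After the knockdown, PLAT passed in all of 16 alternative settings and JAG2 in 13. In all, 100 of the 214 genes (46.7%) were also changed by VEGF in control siRNA-transfected HRMECs, where unrelated lists of these sizes would share 43.7 (Fisher's exact test, p = 3.8e-18). By direction, 81 moved opposite ways (21.4 for unrelated lists), 56 of them lower with VEGF and higher after the knockdown and 25 the reverse, and 19 moved the same way (22.2), 11 of them higher with both and 8 lower with both.

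The VEGF-treated control siRNA libraries stand in both comparisons, which by itself makes the fold changes oppose each other. In 50 simulated datasets with no effect the shared libraries gave a mean covariance of -0.0206 across genes, against -0.0308 in the data, and a mean correlation of -0.495, against -0.285, so how much of the overlap the shared libraries account for is not settled. Leaving out replicate 1, 2 or 3 of control siRNA with VEGF gave an overlap of 35, 39 or 56 genes. Unrelated lists of the sizes then called would share 13.1, 15.6 or 20.6. Leaving out replicate 1, 2 or 3 of STAT3 siRNA with VEGF gave 45, 52 or 47, against 19, 23.7 or 19 for unrelated lists.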

We observed that only 156 out of 348 genes of the VEGF-induced STAT3-mediated genes were also differentially expressed by VEGF in the same dataset (Figure 4C). We therefore visualized the relative gene expression patterns of the 348 differentially expressed genes by VEGF-induced STAT3 across all four experimental groups using a data-driven approach. Hierarchical clustering of the differentially expressed genes resulted in the visual identification of four different gene expression patterns (Figure 4D, row dendrogram). 

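Clustering the 214 genes on their expression over all 12 libraries gave 4 clusters. A lower and a higher cluster moved the same way after STAT3 knockdown with either treatment, and differed least between VEGF and PBS with control siRNA. The cluster of 52 genes described below was also lower with either treatment (medians -0.59 with VEGF and -0.54 with PBS, 36 called lower with PBS). The lower cluster held 43 genes, with a median log2 fold change of -0.57 with VEGF and -0.49 with PBS, and 31 of them were also called lower with PBS. The higher cluster held 65 genes, with medians of 0.43 with VEGF and 0.28 with PBS, of which 23 were called higher with PBS. Among the genes that changed with both treatments, the Notch ligand JAG1 rose by 0.61 (standard error 0.0839) with VEGF and 0.62 (standard error 0.0837) with PBS, and MET rose by 0.76 (standard error 0.119) with PBS. The cytokine signaling brake SOCS3, a known STAT3 target, fell by 0.77 (standard error 0.105) and 0.64 (standard error 0.102), and the adhesion molecule ICAM1 fell by 0.57 (standard error 0.0827) and 0.43 (standard error 0.0823, passed in 11 of 16 alternative settings). The clusters were formed by Ward's method on rlog values scaled per gene and cut into 4, from genes chosen for their change with VEGF and from all 12 libraries, so that neither the values with VEGF nor those with PBS are independent of how the clusters were made. Of the 42 genes of the lower cluster whose 3' UTR could be searched, 15 hold GACCTAG (35.7%), and of the 63 of the higher cluster, 3 do (4.76%). With Ward's other linkage (ward.D), the lower cluster held 76 genes.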

Regardless of VEGF or PBS treatment, knockdown of *STAT3* downregulated cluster 2 genes (*n* = 116) and upregulated cluster 3 genes (*n* = 71) compared to control. Compared to control, knockdown of *STAT3* reduced the VEGF-induced upregulation of cluster 1 genes (*n* = 43) and reduced VEGF-induced downregulation of cluster 4 genes (*n* = 118). 

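A cluster of 52 genes, STAT3 among them, was lower after STAT3 knockdown and by its median higher with VEGF (the VEGF-raised cluster). Of these genes, 25 passed the test for VEGF, and STAT3 was not among those. Their median log2 fold change with VEGF was 0.26 in control siRNA-transfected HRMECs and 0.17 in STAT3 siRNA-transfected HRMECs. After STAT3 knockdown they were lower with VEGF (median -0.59) and also with PBS (median -0.54), where 36 of them were called. The genes that VEGF lowered and the knockdown raised formed a cluster of 54, of which 50 passed the test for VEGF. Their median fold change with VEGF was -0.38 with control siRNA and -0.06 with STAT3 siRNA, and after the knockdown it was 0.38 with VEGF and 0.13 with PBS, where 5 of them were called. Both clusters hold genes picked for a difference at VEGF-treated control siRNA libraries, which enters the fold change with VEGF as well, and the PBS libraries entered the clustering. Taken gene by gene over all 14886 genes, the difference in the VEGF response between the siRNAs passed the test in 2 genes. For SELE, which rose with VEGF in both backgrounds (1.60, standard error 0.18, with STAT3 siRNA), that difference was 0.13 (standard error 0.232, edgeR adjusted p = 0.94). Of the 45 genes of the VEGF-raised cluster whose 3' UTR could be searched, 25 hold GACCTAG (55.6%). That cluster held 19 genes with ward.D or on vst values.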

We then assessed pathway enrichment associated with the genes from each cluster. IPA did not identify significant pathway enrichment associated with cluster 1 genes (adjusted *p*-value > 0.05) but did identify significant pathway enrichment (adjusted *p*-value < 0.05) of 42 pathways associated with cluster 2 genes, 24 different pathways associated with cluster 3 genes, and four different pathways associated with cluster 4 genes (Supplementary Table S11). 

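In the presence of VEGF, STAT3 knockdown lowered the DNA topoisomerase TOP2A, which untangles chromosomes, by 0.67 (log2 fold change, standard error 0.144, adjusted p = 0.0311 from edgeR), and cyclin A2 (CCNA2), which drives S phase and mitosis, by 0.57 (standard error 0.119, adjusted p = 0.0285). The chromatin kinase TLK1, whose 3' UTR holds GACCTAG, fell by 0.49 (standard error 0.0769, edgeR adjusted p = 0.00385). The inhibitor of cyclin-dependent kinases CDKN1A (p21) rose by 0.35 (standard error 0.0681, edgeR adjusted p = 0.0179) and cyclin D3 (CCND3) by 0.30 (standard error 0.0671, adjusted p = 0.0366), while the p53 antagonist MDM2 fell by 0.37 (standard error 0.0853, adjusted p = 0.0446). Together with CDK1, these were the 4 lowered genes and the 1 raised gene of the list of ATM signaling (TOP2A, TLK1, MDM2 and CDK1, and CDKN1A). Of 27 cyclins, their kinases and inhibitors, 2 rose and 2 fell (3 and 6 when adjusted over the list alone), with a median of -0.10 and an adjusted p of 0.165 from camera. Of 17 genes of ephrins, their receptors and the PDGF family, 1 rose and 0 fell (2 and 1 when adjusted over the list alone, 1 and 1 by DESeq2). The growth factor gene PDGFA rose by 0.47 (standard error 0.0645, edgeR adjusted p = 0.00148), and the ephrin EFNA1 just missed the threshold (-0.45, standard error 0.107, adjusted p = 0.0507). That list had a median of 0.15, with 13 of 17 genes above 0, and an adjusted p of 0.0163 from camera (adjusted p = 0.313 with an estimated correlation). It was also higher in the 3 libraries that deviate together (median 0.08, 11 of 17 genes), 1 of which is in the STAT3 siRNA with VEGF group and none in its control. The median log2 CPM over the list per library moved the other way (-0.41), EFNA1 being the gene of middle level in the group means. For these lists too, the direction is that of mRNA levels, and the activation that IPA predicts was not tested. TLK1 passed in all of 16 alternative settings, CDKN1A in 11, TOP2A and CCNA2 in 10, CCND3 in 9 and MDM2 in 7.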

Of the significantly enriched pathways associated with cluster 2 genes, pathways involved in DNA damage checkpoint (e.g., G2/M DNA damage checkpoint regulation and ATM signaling) were predicted to be significantly activated (z-score ≥ 2), whereas pathways involved in cell cycle regulation (e.g., kinetochore metaphase signaling and cyclin-mediated signaling) and cellular movement (e.g., IL-3 signaling, PDGF signaling, and ephrin receptor signaling) were predicted to be significantly inactivated (z-score ≤ −2) in VEGF-treated HRMECs with *STAT3* knocked down compared to control (Figure 4E). Of the significantly enriched pathways associated with cluster 3 genes, pathways involved in cellular movement (e.g., pulmonary healing signaling pathway and IL-8 signaling) and cellular stress (pulmonary fibrosis idiopathic signaling pathway and hepatic fibrosis signaling pathway) were predicted to be significantly activated (z-score ≥ 2) in VEGF- treated HRMECs with *STAT3* knocked down compared to control (Figure 4F). 

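Among genes of the extracellular matrix and fibrosis, the contractile protein transgelin (TAGLN) rose after STAT3 knockdown in the presence of VEGF (log2 fold change 0.62, standard error 0.0949, adjusted p = 0.00313 from edgeR) and as much with PBS (0.64, standard error 0.0941, adjusted p = 0.00271), although its 3' UTR holds GACCTAG. Of the 35 genes tested in this list, 1 rose and 0 fell (5 and 0 when adjusted over the list alone, 4 and 0 by DESeq2). The basement membrane collagen COL18A1 (0.26, standard error 0.0715), the growth factor TGFB2 (0.63, standard error 0.171) and the matrix protein SPARC (0.20, standard error 0.0557) did not pass over all genes. The list as a whole was higher, with a median of 0.18, 27 of 35 genes above 0 and an adjusted p of 0.000159 from camera (adjusted p = 0.517 with an estimated correlation). Genes of this list were also higher in the 3 libraries that deviate together (median 0.14, 28 of 35 genes), 1 of which is in the STAT3 siRNA with VEGF group and none in its control. With PBS, 1 gene of the list rose and 0 fell (3 and 0 when adjusted over the list alone, 2 and 0 by DESeq2), with a median of 0.01. Of 4 pericyte and smooth muscle markers, 1 of them (ACTA2) also in the fibrosis list, 0 passed with PBS (1 higher when adjusted over the list alone, and 1 by DESeq2), but all 4 were above 0 (median 0.53, adjusted p = 0.034 from camera, 0.0181 from fry, and adjusted p = 0.538 with an estimated correlation). RGS5, the most abundant of them, had a log2 fold change of 0.08. Of the regulators of epithelial-mesenchymal transition, MET and the transcription factor FOXC2 (0.37, standard error 0.0651, edgeR adjusted p = 0.00861, passed in 13 of 16 alternative settings) rose.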

There were no significant activation status predictions made by IPA for the enriched pathways associated with cluster 4 genes (z-score ≤ |2|). 

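Most genes that STAT3 knockdown changed in the presence of VEGF moved the same way in its absence. The PBS-treated libraries, which share no sample with the VEGF-treated ones, showed the same direction in 188 of the 214 genes (87.9%), and 95 (44.4%) passed the test there as well. The first share was 86.2% to 96.9% in the alternatives, but the second depends on the fit, with 54 of 377 genes (14.3%) in edgeR fits of only the 2 groups compared, 19 of 171 (11.1%) with a replicate block as well, and 31.3% to 73.5% with 1 library left out. Of the 95 lowered genes, 93 had the same sign with PBS and 67 passed. Of the 119 raised genes, 95 had the same sign and 28 passed. STAT3 fell by 2.99 with PBS (log2 fold change, standard error 0.106, adjusted p = 4.59e-10 from edgeR), SELE by 1.99 (standard error 0.176, adjusted p = 4.56e-05), PSAT1 by 1.41 (standard error 0.0913, adjusted p = 1.18e-06) and ST3GAL6 by 1.33 (standard error 0.12, adjusted p = 4.56e-05). KLF2 did not pass with PBS (0.47, standard error 0.113, edgeR adjusted p = 0.0607), and its response to the knockdown was not shown to differ between the treatments (difference 0.26, standard error 0.154, adjusted p = 0.853). Across the 214 genes, the fold changes with VEGF and with PBS had a correlation of 0.902 (0.894 without STAT3). This is a correlation across genes, which are not independent replicates. Of 64 genes called lower with both treatments whose 3' UTR could be searched, 34 hold GACCTAG. Since STAT3 siRNA was used in both treatments, the shared direction cannot tell the loss of STAT3 from short matches of other transcripts to the siRNA.

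Gene by gene, the response to VEGF was largely shared by the 2 siRNA backgrounds. Of the 3038 genes that VEGF changed with control siRNA, 2904 had the same sign with STAT3 siRNA, 1617 passed in the same direction and 3 passed in the opposite one. Only 2 of 14886 genes passed the test of a different VEGF response between the siRNAs (879 at an unadjusted p under 0.05, and 5 by DESeq2). Of the gene lists, 4 passed for that difference. Among them, endothelial identity genes had a higher VEGF response with STAT3 siRNA (median difference 0.14, 20 of 23 genes above 0, adjusted p = 3.8e-06 from limma's camera) and p53 targets a lower one (-0.13, 4 of 25 above 0, adjusted p = 0.00745), as ribosomal protein genes did a higher one (0.04, 56 of 83 above 0, adjusted p = 0.00745), none of which passed with an estimated correlation (adjusted p = 0.838, 0.944 and 0.966). The list with the smallest p is the fourth, which did not pass with an estimated correlation either. The 3 libraries that deviate together are in every group except control siRNA with VEGF, and can shift this difference. In them, endothelial identity genes were higher (median 0.07, 16 of 23 genes) and p53 targets lower (-0.14, 7 of 25 higher), the way of the reported differences. Ribosomal protein genes were lower in them (-0.04, 21 of 83 higher), against the reported difference. Taking its results on STAT3 knockdown together, the paper proposes that STAT3 regulates genes with or without VEGF-triggered signaling.

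**Figure D4:**
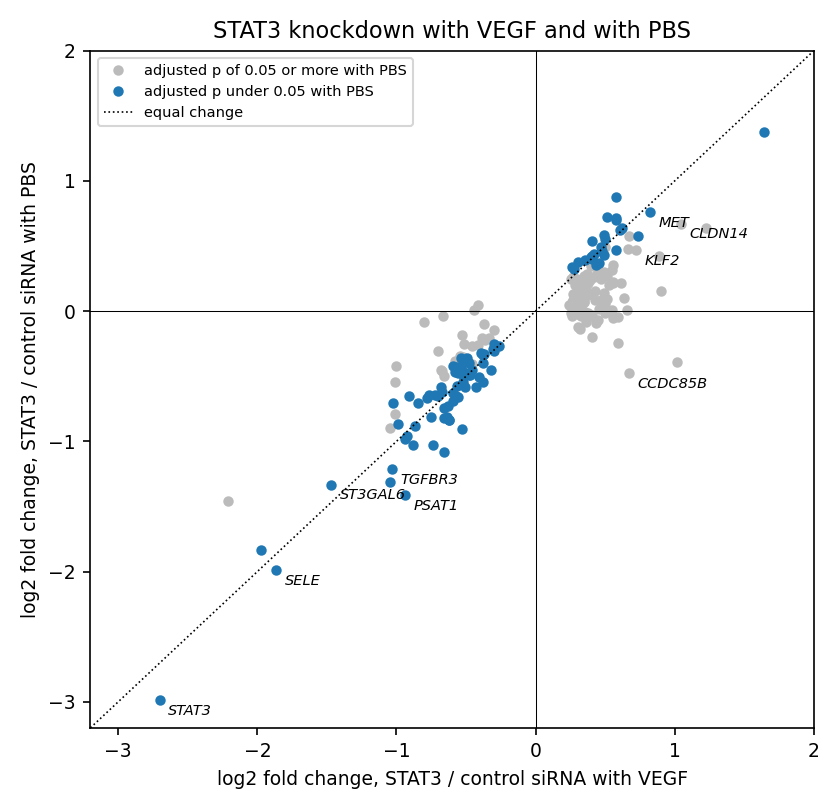
Log2 fold change after STAT3 knockdown with PBS and with VEGF, each treatment on its own axis, of 208 autosomal genes called with VEGF (n = 3 libraries per group). The 92 that were also called with PBS are marked apart, and most points lie in the lower left and upper right quadrants.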

Taken together, the data suggested that STAT3-mediated differential gene regulation occurs in the presence or absence of VEGF-triggered signaling.

### 2.5. Identification of Canonical Pathways Implicated in STAT3-Mediated or VEGFR2-Mediated Signaling by VEGF

To delineate pathways implicated in IVNV or intraretinal vascular extension, we compared the enriched canonical pathways associated with VEGF-induced STAT3-mediated genes to those associated with VEGF-induced VEGFR2-mediated genes in HRMECs. We observed 180 unique pathways associated with VEGF-induced VEGFR2-mediated genes, 14 unique pathways associated with VEGF-induced STAT3-mediated genes, and 129 pathways that were common in both comparative analyses. We further analyzed the common enriched pathways to determine differences in pathway activation predictions by IPA. IPA predicted significant inactivation of oncostatin M signaling in response to VEGF in HRMECs with *STAT3* (z-score = −2) or *KDR* knocked down (z-score = −3.3) compared to the respective dataset controls. 

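Along the oncostatin M pathway itself, STAT3 knockdown in the presence of VEGF did not move the receptor gene OSMR past the threshold (log2 fold change -0.47, standard error 0.123, adjusted p = 0.0784 from edgeR). With PBS, the signaling genes SOS1 and PTPN11 fell as well, by 0.58 (standard error 0.0962, adjusted p = 0.00519) and 0.58 (standard error 0.094, adjusted p = 0.00445), and the whole list, with STAT3 in it, had a median of -0.08 (adjusted p = 0.00196 from camera, and adjusted p = 0.538 with an estimated correlation). Among 29 target genes of STAT3, which oncostatin M can switch on through it, 2 fell and 0 rose with VEGF (4 and 1 when adjusted over the list alone, 2 and 1 by DESeq2), namely SOCS3 and ICAM1. That list had a median of -0.14 and an adjusted p of 0.00999 from camera (adjusted p = 0.313 with an estimated correlation), while its median log2 CPM per library moved by 0.04. The STAT3 target list was also lower in the 3 libraries that deviate together (median -0.08, 10 of 29 genes higher). With PBS this list did not pass (median -0.02, 14 of 29 genes above 0, adjusted p = 0.368 from limma's camera). The cytokine IL6, whose receptor signals through STAT3, was unaltered within error by the knockdown (0.05, standard error 0.076, edgeR adjusted p = 0.828).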

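In the presence of VEGF, 47 of 50 kinetochore and metaphase genes had lower expression with STAT3 siRNA than with control siRNA. The median of the list was 3.77 ± 0.163 log2 CPM (mean ± SD, n = 3) with control siRNA and 3.43 ± 0.0971 with STAT3 siRNA. With PBS, where 41 of 50 genes were lower, it was 3.87 ± 0.165 and 3.53 ± 0.336. CDK1 had a log2 fold change with VEGF of -0.67 with a standard error of 0.131 (adjusted p = 0.0173 from edgeR), and CENPE of -0.63 with a standard error of 0.128 (adjusted p = 0.0233). With PBS, CENPE fell by 0.73 (standard error 0.123, edgeR adjusted p = 0.00618) and its partner at the kinetochore CENPF by 0.61 (standard error 0.106, adjusted p = 0.00783). SPC25, a part of the complex that binds microtubules, did not pass the test with VEGF (-0.85, standard error 0.308, edgeR adjusted p = 0.217). Its level was low, at 2.71 to 3.18 CPM with control siRNA and 1.17 to 1.93 CPM with STAT3 siRNA, so a change is left open. MIS12, which VEGF itself raised (1.80, standard error 0.101), passed after the knockdown at an edgeR adjusted p = 0.0435 and ZWILCH at an adjusted p = 0.044.

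All 3 STAT3 siRNA libraries with VEGF lay below all 3 control siRNA libraries, while with PBS replicate 3 of STAT3 siRNA lay within the range of the controls (exact permutation test over 400 splits within treatments, p = 0.025). CDK1 passed in 13 of 16 alternative settings, CENPE in 11, MIS12 in 9 and ZWILCH in 7, and the list was also lower in the 3 libraries that deviate together (median -0.23, 9 of 50 genes higher).

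**Figure D5:**
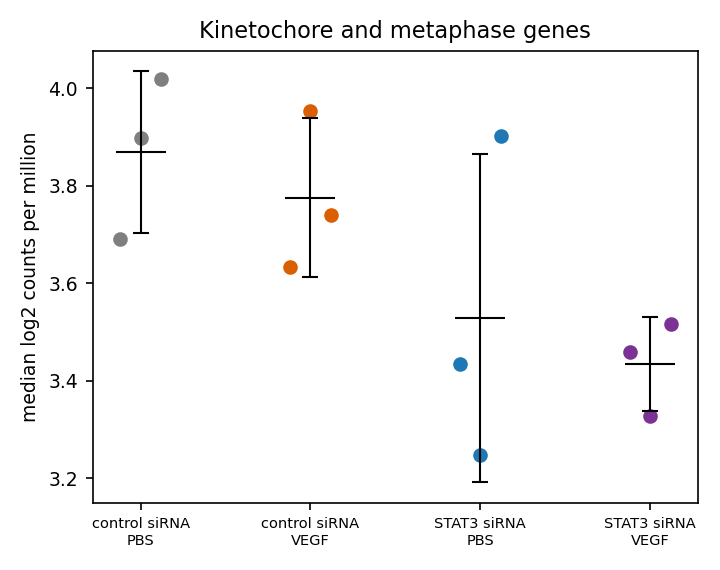
Median log2 CPM over the 50 kinetochore and metaphase genes in each library of the 4 groups, with a point per library and the mean ± SD (n = 3) of each group. The STAT3 siRNA libraries with VEGF lie between 3.327 and 3.516, below the 3 control siRNA libraries with VEGF.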

Compared to respective dataset controls, IPA predicted the significant inactivation of kinetochore metaphase signaling in response to VEGF in HRMECs with *STAT3* knocked down (z-score = −2.828), but significant activation of this signaling pathway in response to VEGF in HRMECs with *KDR* knocked down (z-score = 2.121). Compared to the respective dataset controls, IPA predicted significant activation of signaling by Rho family GTPases in response to VEGF in HRMECs with *STAT3* knocked down (z-score = 2.121), but significant inactivation of this signaling pathway in response to VEGF in HRMECs with *KDR* knocked down (z-score = −3.046). Taken together, the data suggested differences in pathway activation between the VEGF-induced STAT3-mediated genes and VEGF-induced VEGFR2-mediated genes.

## 3. Discussion

In children, ROP remains a leading cause of vision loss and blindness worldwide [1]. The pathophysiology involves delayed peripheral intraretinal vascularization and compromised physiologic vascularity from oxygen stresses initially followed by the development of extraretinal or IVNV [2]. One approach to treat IVNV is the administration of intravitreal anti-VEGF agents [19,20,21,22,23]. Although experimental studies have provided evidence that optimal anti-VEGF effects using gene therapy to knockdown the expression of VEGF can reduce IVNV without interfering with intraretinal vascularization, concerns exist regarding the effects of VEGF inhibition on the neural retina as well as its potential effects on developing organs once leaked into the systemic circulation [9,24]. Understanding VEGF-triggered signaling in cell types implicated in the development of IVNV is necessary to develop more targeted therapeutic approaches. Previously, we found that regulating VEGFR2 signaling in retinal endothelial cells by gene-therapy approaches was associated with reduced IVNV and increased peripheral intraretinal vascularization in the rat OIR model, a translational model that recapitulates aspects of human ROP [13]; however, we found that knockdown of STAT3, a downstream effector of VEGF-triggered signaling, in retinal endothelial cells was associated with reduced IVNV in the rat OIR model but not increased intraretinal peripheral vascularization [14]. Therefore, this study sought to gain insight into the different signaling pathways regulated by VEGF-triggered VEGFR2 compared to VEGF-triggered STAT3 in cultured HRMECs.

We found that VEGF differentially regulated 2802 genes in the STAT3 RNA-seq dataset or 2191 genes in the KDR RNA-seq dataset; several of these genes are involved in angiogenic pathways. In the control siRNA transfected HRMECs, we observed significant enrichment of pathways involved in senescence, HIF1α signaling, PI3K/AKT signaling, JAK/STAT signaling, ERK/MAPK signaling, IGF-1 signaling, oncostatin M signaling, and VEGF signaling in response to VEGF compared to vehicle control in both RNA-seq datasets. 

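In control siRNA-transfected HRMECs, VEGF raised genes that its own signaling is known to switch on. Of 17 feedback regulators of ERK signaling, 13 rose and 0 fell (the same when adjusted over the list alone, and by DESeq2), with a median log2 fold change of 1.20. The Sprouty gene SPRY4 rose by 2.29 (standard error 0.11), the growth factor HBEGF by 1.89 (standard error 0.0767) and the phosphatase DUSP6 by 1.31 (standard error 0.0847). Of 19 immediate early genes, 10 rose and 2 fell (10 and 4 when adjusted over the list alone), with EGR3 (3.17, standard error 0.238) and NR4A2 (2.50, standard error 0.251) among the risen. This list is lower in the 3 libraries that deviate together, 1 of which is in the PBS group compared and none in the VEGF group. Of 27 angiogenesis and tip cell genes, 13 rose and 4 fell (the same when adjusted over the list alone), among them ADAMTS9 (2.40, standard error 0.136), the stem cell factor KITLG (2.03, standard error 0.118) and angiopoietin 2 (ANGPT2, 1.42, standard error 0.133).

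Of 27 hypoxia and HIF-1 targets, 9 rose and 2 fell (9 and 3 when adjusted over the list alone), including NDRG1 (1.17, standard error 0.0725), VEGFA (0.94, standard error 0.123) and the glycolytic enzyme HK2 (0.84, standard error 0.0954). Of 22 genes of senescence and its secretory phenotype, 10 rose and 3 fell (10 and 4 when adjusted over the list alone), including IGFBP3 (1.94, standard error 0.131), while the median was 0.06. Of 29 STAT3 target genes, 9 rose and 2 fell (11 and 3 when adjusted over the list alone), including the cytokine signaling brake SOCS2 (1.81, standard error 0.163) and HIF1A (0.64, standard error 0.0903). The adjusted p from camera was 1.21e-12 for ERK feedback, 1.03e-05 for angiogenesis, 0.00138 for immediate early genes, 0.0276 for hypoxia, 0.045 for senescence and 0.0687 for STAT3 targets. With an estimated correlation between genes none of the 6 passed (adjusted p = 0.105, 0.105, 0.475, 0.199, 0.142 and 0.353 in that order).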

A subset of these enriched pathways was also predicted to be significantly activated by IPA in both datasets (e.g., oncostatin M signaling and ERK5 signaling). Notably, some of these pathways were also associated with whole retinal transcriptomes of retinas from mice raised in different OIR models compared to room air-raised controls. For example, enrichment of the senescence pathway [25], P13K/AKT signaling pathway [26], hypoxia signaling [27], and VEGF receptor signaling [28] was identified in OIR-raised mouse retinas compared to age-matched, room air-raised mouse retinas at postnatal day (p)17—a time point in the murine OIR model associated with the development of maximal IVNV [29]. Taken together, the data suggest that the VEGF-mediated transcriptome changes in cultured HRMECs have similarities to OIR-mediated transcriptome changes in retinas isolated from mice and highlight the potential translational implications of this RNA-seq dataset to human ROP.

We previously observed that VEGFR2-triggered signaling promoted the development of IVNV and delayed peripheral intraretinal vascularization in the rat OIR model [14]. We, therefore, compared VEGF-treated HRMECs transfected with KDR siRNA to VEGF- treated HRMECs transfected with control siRNA. In the presence of VEGF treatment, we found that *KDR* knockdown differentially expressed 3765 genes; however, only 1360 of these genes were also differentially expressed by VEGF in the same dataset. These findings suggested that VEGFR2-mediated transcriptome changes also occur independently of VEGF-triggered signaling. We then evaluated pathway enrichment using IPA and observed significant enrichment and predicted activation by IPA of cell cycle regulation pathways (e.g., kinetochore metaphase signaling) associated with the VEGFR2-mediated genes. These findings might provide a plausible mechanistic insight into increased intraretinal vascularization in OIR rat pups with VEGFR2 knocked down compared to control. We also observed significant enrichment and predicted inactivation by IPA of pathways involved in cell migration (e.g., signaling by Rho family of GTPases, PDGF signaling, PI3K signaling, interleukin signaling, and erythropoietin signaling) and VEGF-triggered signaling (e.g., PI3K/AKT signaling, ERK signaling, HIF1α signaling, oncostatin M signaling, etc.). The predicted inactivation of these pathways might be implicated in the reduced development of VEGFR2-mediated IVNV in the rat OIR model. In support of this notion, intravitreal inhibition of ERK signaling reduced IVNV without affecting intraretinal vascular development at p20 compared to intravitreal vehicle control in the rat OIR model [30]. Further studies in the rat OIR model will help to define the role of the other enriched pathways in either physiologic or pathologic angiogenesis implicated in ROP.

We previously observed that STAT3 was necessary for the development of IVNV in the rat OIR model but not for intraretinal vascular extension [14]. In this study, we found that *STAT3* knockdown led to the differential expression of 348 genes in the presence of VEGF; however, only 156 of these genes were also differentially expressed by VEGF in the same dataset. These findings support our hypothesis that VEGF-triggered STAT3-mediated transcriptome changes occur independently of VEGF-triggered VEGFR2 signaling. To delineate signaling pathways involved with IVNV from those involved in intraretinal vascular extension, we compared the enriched pathways associated with VEGF-induced STAT3-mediated genes to those associated with VEGF-induced VEGFR2-mediated genes. We observed 129 pathways that were common to both VEGF-induced STAT3-mediated genes and VEGF-induced VEGFR2-mediated genes. Notably, we observed significant enrichment and predicted inactivation by IPA of oncostatin M signaling associated with VEGF-induced STAT3-mediated genes and VEGF-induced VEGFR2-mediated genes in HRMECs. This finding might implicate oncostatin M signaling in the development of IVNV. However, there was limited literature to support the role of oncostatin M signaling in OIR models. We also observed significant enrichment and predicted the inactivation of kinetochore metaphase signaling associated with the VEGF-induced STAT3-mediated genes, but significant enrichment and predicted activation of this pathway associated with the VEGF-induced VEGFR2-mediated genes. This finding might implicate kinetochore metaphase signaling in regulating intraretinal vascular extension. In support of this notion, kinetochore protein, Spc25, was significantly reduced in OIR mice compared to room air controls at p17 [31]. Further studies regarding the role and pharmacologic regulation of the kinetochore metaphase signaling pathway and oncostatin M signaling in the rat OIR are warranted. Finally, we observed significant enrichment and predicted activation of signaling by Rho family GTPases associated with VEGF-induced STAT3-mediated genes, but predicted the inactivation of this signaling pathway associated with VEGF-induced VEGFR2-mediated genes. This finding might implicate signaling by Rho family GTPases in regulating peripheral intraretinal vascularization. For example, disrupting the activation of Cdc42 or RhoJ GTPases in mice resulted in dysregulated intraretinal vascular extension to the ora serrata [32]. However, administration of an intravitreal Rho-kinase inhibitor has been demonstrated to significantly reduce IVNV compared to intravitreal vehicle control at p17 in the mouse OIR model [33]. These findings suggest that Rho GTPases are involved in physiologic and pathologic angiogenesis.

In conclusion, our data provided insight into plausible differential VEGF-mediated signaling pathways between VEGFR2 and STAT3. Additional studies are required in cell and animal models, including in representative models like the rat OIR, to validate and/or test various pathways in IVNV and peripheral intraretinal vascularization related to ROP.

## 4. Materials and Methods

### 4.1. Cell Culture Conditions

HRMECs (Cell Systems, Krikland, WA, USA), passages 3–5, were cultured in attachment factor (Cell Systems) coated cultureware with the Endothelial Growth Medium BulletKit (EGM, Lonza, Walkersville, MD, USA) supplemented with 10% fetal bovine serum (FBS). We routinely verified in parallel experiments that HRMECs maintained endothelial phenotypes (Supplementary Figure S3).

### 4.2. Transfection

HRMECs were transfected with equal concentrations of control small interfering RNA (siRNA), STAT3 siRNA, or KDR siRNA oligos (Thermo Fisher Scientific, Waltham, MA, USA) using Targefect Solution A and Virofect (Targeting Systems, El Cajon, CA, USA) as previously described [34].

### 4.3. Treatments and RNA Isolation

Twenty-four hours after transfection, HRMECs were serum starved in Endothelial Basal Media (EBM, Lonza) for eight hours and then treated with either VEGF (25 ng/mL, R&D Systems, Minneapolis, MN, USA) or an equal volume of phosphate-buffered saline (PBS) as vehicle control for four hours. After treatment, cells were lysed in buffer RLT supplemented with β-mercaptoethanol (1:100, Sigma-Aldrich, St. Louis, MO, USA) and RNA was isolated from lysates using the Qiagen RNeasy Kit following the protocol provided by the manufacturer (Qiagen, Valencia, CA, USA).

### 4.4. RNA Quality Assessment

RNA quality assessment was performed by the High-Throughput Genomics Core Facility (Huntsman Cancer Institute, University of Utah, Salt Lake City, UT, USA). RNA concentration was measured using a Qubit RNA BR Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA). RNA quality was evaluated using an RNA ScreenTape Assay (Agilent Technologies, Santa Clara, CA, USA).

### 4.5. Library Preparation and High-Throughput RNA Sequencing

Library preparation and high-throughput RNA sequencing (RNA-seq) was performed by the High-Throughput Genomics Core Facility (Huntsman Cancer Institute, University of Utah, Salt Lake City, UT, USA).

For the STAT3 RNA-seq dataset, intact poly(A) RNA was purified from total RNA samples and libraries were prepared using the TruSeq Stranded mRNA Library Preparation Kit (Illumina, San Diego, CA, USA). Purified libraries were qualified using a DNA ScreenTape Assay (Agilent Technologies). The molarity of adapter-modified molecules was quantified by quantitative PCR using the Kapa Library Quantification Kit (Roche Sequencing and Life Science, Indianapolis, IN, USA). Individual libraries were normalized to 5 nM and equal volumes were pooled in preparation for sequence analysis. Sequencing libraries were chemically denatured and applied to an Illumina HiSeq v4 single read flow cell using an Illumina cBot. Hybridized molecules were clonally amplified and annealed to sequencing primers with reagents from an Illumina HiSeq SR Cluster Kit v4-cBot (Illumina). Following transfer of the flow cell to the Illumina HiSeq 2500 instrument, a 50-cycle single-read sequence run was performed using HiSeq SBS Kit V4 Cycle Kit (Illumina).

For the KDR RNA-seq dataset, intact poly(A) RNA was purified from total RNA samples using the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England BioLabs, Ipswich, MA, USA), and libraries were prepared using the NEBNext Ultra II Directional RNA Library Prep Kit (New England BioLabs). Purified libraries were qualified using a DNA ScreenTape Assay (Agilent Technologies). The molarity of adapter-modified molecules was quantified by quantitative PCR using the Kapa Library Quant Kit (Roche Sequencing and Life Science). Individual libraries were normalized to 5 nM in preparation for sequence analysis. Sequencing libraries were chemically denatured and applied to an Illumina NovaSeq flow cell using the NovaSeq XP workflow (Illumina). Following transfer of the flow cell to the Illumina NovaSeq 6000 instrument, a 150 × 150 cycle paired end sequence run was performed using a NovaSeq 6000 S4 Reagent Kit v1.5 (Illumina).

### 4.6. Genome Alignment and Differential Gene Expression Analysis

Genome alignment and differential expression was performed by the Bioinformatic Analysis Shared Resource (Huntsman Cancer Institute, University of Utah, Salt Lake City, UT, USA).

For the STAT3 RNA-seq dataset, sequences were aligned to the hg38 genome and splice junctions to known transcripts (RefSeq, radius 46 bp) using novoalign (v2.8.1, NovoCraft, Selangor, Malaysia), allowing for up to 50 alignments per read and trimming sequencing adapters. Alignments to splice junctions were converted back to genomic coordinates adapters with USeq SamTranscriptomeParser (v8.8.8), allowing for one alignment per read. Alignment data were summarized in read count matrices for each submitted biologic sample.

For the KDR RNA-seq dataset, optical duplicates were removed with Clumpify (v38.34), adapters were trimmed using Cutadapt (v2.8), genome alignment was performed using STAR (v2.7.9a) to the hg38 genome, and genes were counted using featureCounts (v1.6.3) Alignment data were summarized in read count matrices for each submitted biologic sample.

Differentially expressed genes between two experimental groups in the same RNA-seq dataset were determined using the R software packages, hciR and DESeq2 (v1.32.0) [35], with the read counts matrices as the input data. An adjusted *p*-value < 0.05 calculated with the Wald test with a Benjamini-Hochberg multiple testing correction in DESeq2 was used as the significance threshold to determine differentially expressed genes.

Hierarchical clustering was performed with Ward’s linkage method and the Euclidean distance metric on scaled regularized log (RLog) transformed read counts using pheatmap (v1.0.12).

### 4.7. Pathway Enrichment Analysis

A list of differentially expressed genes from each comparison was uploaded to Ingenuity Pathway Analysis software (IPA, Qiagen, Redwood City, CA, USA). The Canonical Pathway tool was used to determine pathway enrichment and to predict pathway activation states, based on published literature, associated with the list of differentially expressed genes between the compared experimental groups. An adjusted *p*-value < 0.05 calculated with a right-tailed Fisher’s exact test followed by the Benjamini-Hochberg multiple testing correction was used as the significance threshold for pathway enrichment. A z-score ≥ |2| was used as the significance threshold for the pathway activation status prediction [36].

### 4.8. Real-Time PCR Analysis

Isolated RNA samples from transfected and treated HRMECs were reverse transcribed to obtain cDNA using the High Capacity cDNA Reverse Transcription Kit following the protocol provided by the manufacturer (Thermo Fisher Scientific, Waltham, MA, USA). The cDNA of each sample was evaluated for specific genes of interest using the TaqMan Gene Expression Master Mix and TaqMan probes against the genes of interest according to the protocol provided by the manufacturer (Thermo Fisher Scientific, Waltham, MA, USA). In an independent experiment, the ΔCT values for the specific genes were calculated using β-actin as the house-keeping gene control and the 2^−ΔΔCT^ was calculated relative to the experimental control group (i.e., control siRNA transfected HRMECs treated with PBS). Each experimental group had an equal sample size from two independent experiments. In an independent experiment, each group had triplicates and was evenly distributed across different cultureware. Therefore, the 2^−ΔΔCT^ for each group was analyzed with a mixed-effects linear regression model with only independent experiments as a random effect using Stata-17 software (StataCorp LLC, College Station, TX, USA). Results are presented as mean ± standard error (SE) and a *p*-value < 0.05 was considered statistically significant.

## Figures and Tables

**Figure 1:**
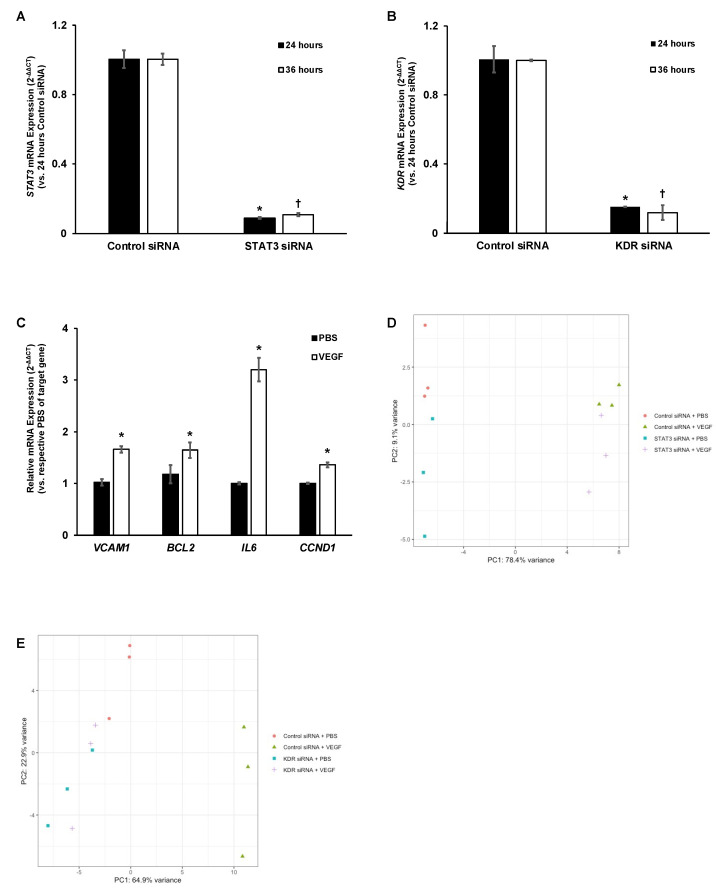
Verification of treatment conditions used in RNA-seq experiments. Sufficient knockdown of (**A**) *STAT3* or (**B**) *KDR* mRNA was observed 24–36 h after transfection in cultured HRMECs (normalized mean ± SEM, * *p* < 0.05 vs. 24 h Control siRNA-transfected HRMECs, † *p* < 0.05 vs. 36 h control siRNA-transfected HRMECs, *n* = six per group from two independent experiments); VEGF-mediated gene expression changes of (**C**) *VCAM1*, *BCL2*, *IL6*, and *CCND1* were observed after four hours of VEGF treatment compared to PBS, vehicle control, treatment in HRMECs (normalized mean ± SEM, * *p* < 0.05 vs. respective PBS, *n* = six per group from two independent experiments); PCA identified the grouping of transcriptomes from HRMECs treated with similar conditions in the (**D**) STAT3 RNA-seq dataset (*n* = three biologic replicates per group from the same independent experiment) and (**E**) KDR RNA-seq dataset (*n* = three biologic replicates per group from the same independent experiment).

**Figure 2:**
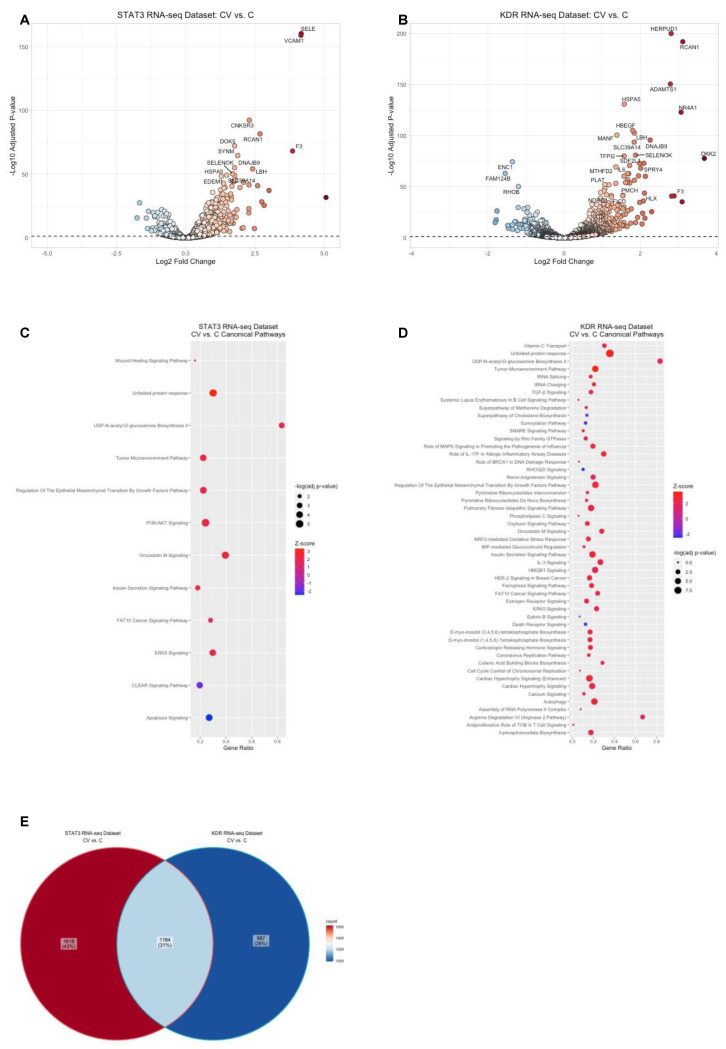
VEGF-mediated gene regulation and pathway enrichment in HRMECs. Visualization of the VEGF-mediated genes (VEGF-treated control siRNA-transfected HRMECs (CV) group compared to the PBS-treated control siRNA-transfected HRMECs (C) group) by volcano plot from (**A**) the STAT3 RNA-seq dataset or (**B**) the KDR RNA-seq dataset (black dashed line represents significance threshold value of −log(adjusted *p*-value) = 1.30, color gradient visually depicts the fold of gene upregulation (red) and downregulation (blue) in the CV group compared to the C group); bubble plots depicting the significantly enriched and significantly activated or inactivated pathways associated with the VEGF-mediated genes from (**C**) the STAT3 RNA-seq data or (**D**) the KDR RNA-seq dataset (size of bubble directly correlates with the significance of pathway enrichment, color gradient visually depicts the predicted strength of activation (red) or inhibition (blue) of enriched pathways by IPA, gene ratio (*x*-axis label) was calculated by taking the number of genes from the uploaded dataset that was associated with the Canonical Pathways (*y*-axis labels), and dividing it by the total number of genes from the IPA knowledge database associated with the respective Canonical Pathway); (**E**) visualization of the common or unique VEGF-mediated genes between the two RNA-seq datasets by a Venn diagram (color gradient visually depicts relatively higher number of gene counts (red) or relatively lower number of gene counts (blue).

**Figure 3:**
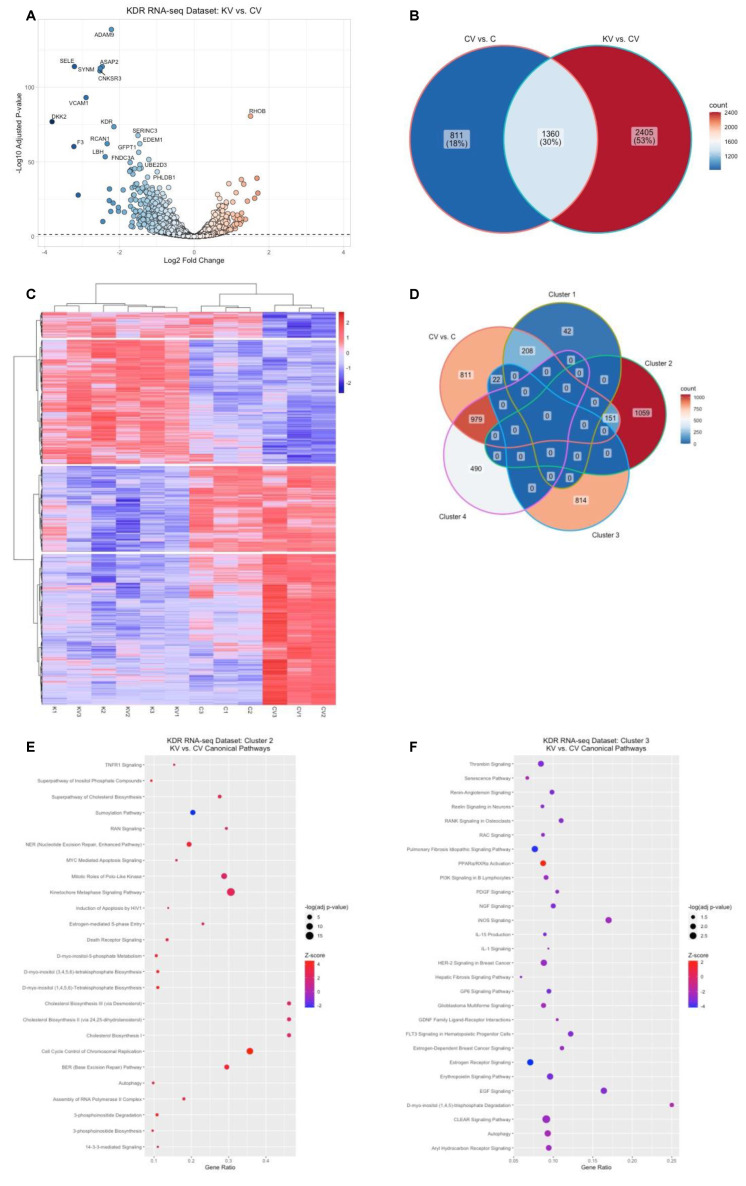
VEGFR2-mediated gene regulation and pathway enrichment in HRMECs. (**A**) Visualization of the VEGF-induced VEGFR2-mediated genes (VEGF-treated KDR siRNA-transfected HRMECs (KV) group compared to the VEGF-treated control siRNA-transfected HRMECs (CV) group) by volcano plot from the KDR RNA-seq dataset (black dashed line represents significance threshold value of −log(adjusted *p*-value) = 1.30; the color gradient visually depicts the fold of gene upregulation (red) and downregulation (blue) in the KV group compared to the CV group); (**B**) visualization of the common genes between the VEGF-mediated genes (i.e., CV vs. C) and the VEGF-induced VEGFR2-mediated genes (KV vs. CV) by a Venn diagram (color gradient visually depicts the relatively higher number of gene counts (red) or relatively lower number of gene counts (blue); (**C**) hierarchical clustering of the VEGF-induced VEGFR2-mediated genes identified four different clusters of gene expression patterns (row dendrogram, color gradient represents higher (red) or lower (blue) Z-score values of the RLog transformed read counts for each biologic sample (*n* = 12, column dendrogram) relative to each gene); (**D**) Venn diagram depicting the overlap of VEGF-mediated genes (CV vs. C) with the VEGF-induced VEGFR2 (KV vs. CV) hierarchical clusters; bubble plots depicting the significantly enriched and significantly activated or inactivated pathways associated with the VEGF-induced VEGFR2-mediated genes from (**E**) cluster 2 or (**F**) cluster 3 (size of bubble directly correlates with the significance of pathway enrichment, color gradient visually depicts the predicted strength of activation (red) or inhibition (blue) of enriched pathways by IPA, gene ratio (*x*-axis label) was calculated by taking the number of genes from the uploaded dataset that was associated with a canonical pathway (*y*-axis labels), and dividing it by the total number of genes from the IPA knowledge database associated with that respective canonical pathway.

**Figure 4:**
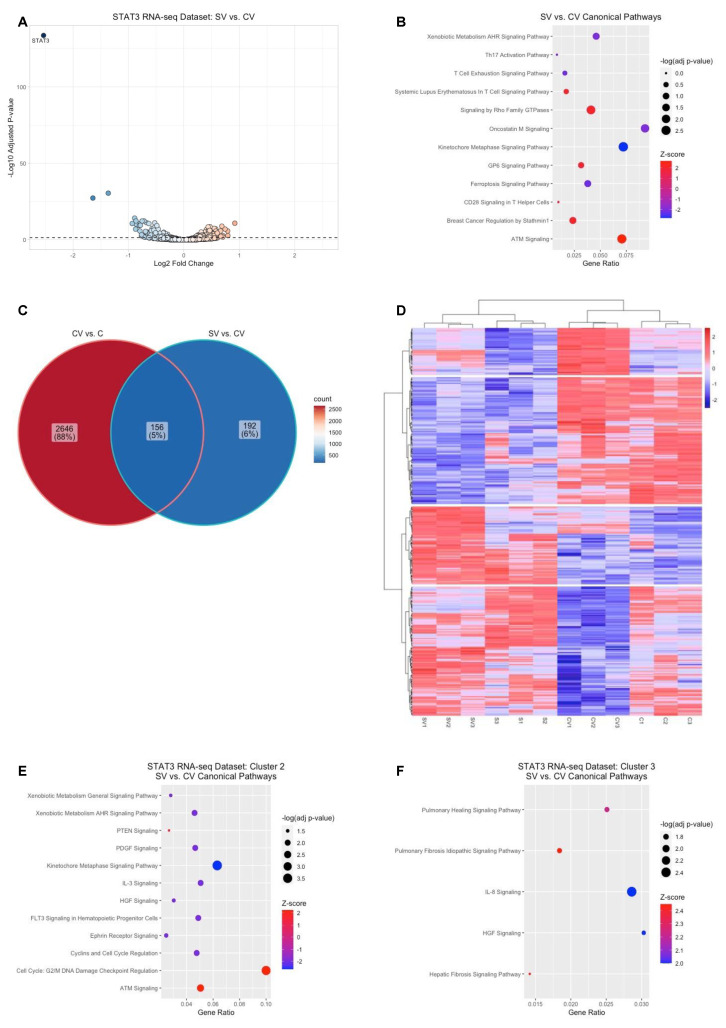
STAT3-mediated gene regulation and pathway enrichment in HRMECs. (**A**) Visualization of the VEGF-induced STAT3--mediated genes (VEGF-treated STAT3 siRNA-transfected HRMECs (SV) group compared to the VEGF-treated control siRNA-transfected HRMECs (CV) group) by volcano plot from the STAT3 RNA-seq dataset (black dashed line represents significance threshold value of −log(adjusted *p*-value) = 1.30, color gradient visually depicts the fold of gene upregulation (red) and downregulation (blue) in the SV group compared to the CV group); (**B**) bubble plot depicting the significantly enriched and significantly activated or inactivated pathways associated with the VEGF-induced STAT3-mediated genes (size of bubble directly correlates with the significance of pathway enrichment, color gradient visually depicts the predicted strength of activation (red) or inhibition (blue) of enriched pathways by IPA, gene ratio (*x*-axis label) was calculated by taking the number of genes from the uploaded dataset that was associated with a canonical pathway (*y*-axis labels); (**C**) visualization of the common genes between the VEGF-mediated genes (i.e., CV vs. C) and the VEGF-induced STAT3-mediated genes (SV vs. CV) by a Venn diagram (color gradient visually depicts the relatively higher number of gene counts (red) or relatively lower number of gene counts (blue); (**D**) hierarchical clustering of the VEGF-induced STAT3-mediated genes identified four different clusters of gene expression patterns (row dendrogram, color gradient represents higher (red) or lower (blue) Z-score values of the RLog transformed read counts for each biologic sample (*n* = 12, column dendrogram) relative to each gene); bubble plots depicting the significantly enriched and significantly activated or inactivated pathways associated with the VEGF-induced STAT3-mediated genes from (**E**) cluster 2 or (**F**) cluster 3 (size of bubble directly correlates with the significance of pathway enrichment, color gradient visually depicts the predicted strength of activation (red) or inhibition (blue) of enriched pathways by IPA, gene ratio (*x*-axis label) was calculated by taking the number of genes from the uploaded dataset that was associated with a canonical pathway (*y*-axis labels), and dividing it by the total number of genes from the IPA knowledge database associated with that respective canonical pathway.

## Data Availability

The data that support the findings of this study are available from the corresponding author, M.E.H., upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23137354/s1.

How the deposited data were processed for this re-analysis (not part of the article)

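The STAT3 RNA-seq dataset comes from HRMECs transfected with control or STAT3 siRNA, starved of serum for 8 h from 24 h after transfection, and treated with PBS or with VEGF at 25 ng/mL for 4 h. It holds 12 libraries in 4 groups of 3. According to the authors, total RNA was made into stranded mRNA libraries and sequenced as single reads of 50 bases. The authors aligned the reads with novoalign (v2.8.1 in the paper, 2.8 in the submitters' notes) to hg38 (GRCh38) with splice junctions of RefSeq transcripts at a radius of 46 bases. They allowed at most 50 alignments per read and kept 1 with USeq (v8.8.8). The deposited table gives, per the authors, the count of reads for each gene in each library. The program, annotation and strand setting used to count the reads were not stated in the paper's text. The values are whole numbers, and the table lists genes with at least 10 reads in 1 library.

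Of 15880 genes listed, 15590 were matched by their identifiers to GENCODE 44, which gave symbols, GRCh38 coordinates and 3' UTRs, and 1401 have no symbol. The exons of 762 genes overlap another listed gene on the same strand over most of their length, so their reads can be shared. Library totals had a median of 12971705 over the 12 libraries. Genes were kept by edgeR's filterByExpr (10 counts, 15 in total), which removed 994. Counts were normalized by TMM and tested with edgeR 4.0.16 (R 4.3.3) by the quasi-likelihood F test in a single fit of the 4 groups. The 5 comparisons were VEGF against PBS with each siRNA, STAT3 siRNA against control siRNA with each treatment, and the difference of the VEGF response between the siRNAs. Standard errors are those implied by the F statistic. The common dispersion was 0.00676. Adjusted p-values are Benjamini-Hochberg values, with calls at 0.05 and no limit on the fold change.

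Principal components were computed on DESeq2 (1.42.0) rlog values of the 500 most variable genes, and 4 clusters by Ward's method (ward.D2) on rlog values scaled per gene. Of the 42 gene lists, 38 had enough tested genes, which gave 190 list tests in the 5 comparisons with camera of limma 3.58.1 (correlation 0.01). Words of 7 bases in 3' UTRs were ranked by the fold changes of the genes that hold them, over 12536 genes with an annotated 3' UTR. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

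Genes were named by a rule. It takes the genes that the paper names or labels in Figures 2A and 4A. For VEGF against PBS with control siRNA, and for STAT3 siRNA against control siRNA with VEGF, it takes the 10 largest rises and falls among called genes with a mean log2 CPM of at least 1 and no overlap between the groups. For the other comparisons it takes the 5 risen and 5 fallen genes with the smallest p, and for each list at most 4 genes with the smallest p. Genes without a symbol were left out, with the exception of those that passed the test of a different VEGF response, and so were genes whose level belongs to 1 donor. The paper's figures and the supplementary tables had been read when the rule was written.

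The alternatives tried were DESeq2, limma-voom, RLE factors, library totals, no filter on low counts, at least 10 counts in every library, the replicate number as a block, fits of only the groups compared, leaving out each library in turn, other transformations and numbers of genes for the principal components and clusters, and other tests of the lists. The procedure was tested on simulated data drawn from these counts. With 200 genes changed, the test of VEGF with control siRNA called 43 of 68 genes changed 1.5-fold, 56 of 66 changed 2-fold and 61 of 66 changed 4-fold, with 12 other genes called. Left out were the KDR RNA-seq dataset, the PCR experiments and the pathway analysis of the paper, which needs a commercial database.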

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

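Of the tests in this part, only that of short matches to the STAT3 siRNA was chosen after the result was seen.

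The paper describes clusters of genes that moved after STAT3 knockdown regardless of VEGF or PBS. Its text gives no gene-by-gene test of STAT3 siRNA against control siRNA without VEGF. In that comparison, 179 genes passed (57 higher, 122 lower). The metallothionein MT1E (0.88, standard error 0.0965) and the dynein gene DYNLT3 (1.24) rose, and so did the thrombomodulin gene THBD (0.70), NGRN (0.56) and PDGFA (0.49), while PNMA1 fell by 0.82. Without replicate 2 or 3 of control siRNA with PBS, 106 or 86 genes passed. Splits of 3 against 3 libraries are too few for a share under 0.05, and 1 of 10 splits, the real one, gave as many calls (highest other 21). The other splits mix both groups on each side, so the real difference adds to their spread, and their counts do not measure false calls.

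Many of the genes lowered by the STAT3 siRNA, though not most of them in either treatment, share a short sequence. Of 117 genes lower with PBS whose 3' UTR could be searched, 45 (38.5%) hold GACCTAG, the word that ranked first in this comparison, and in the separate libraries with VEGF 40 of 87 do (46.0%, Fisher's exact test, p = 3.33e-28), among them PNMA1, SOS1, PTPN11 and TLK1, and 34 of 64 genes lowered with both treatments hold it. Neither the length or base composition of the 3' UTR nor a DNA motif read in either orientation accounts for it, since the lowest z with VEGF among 570 words of the same composition was -4.97 against -10.04 for GACCTAG, and the reverse complement had a z of -0.24. Short matches of other transcripts to the STAT3 siRNA are a candidate explanation, since the word ranked first with PBS had rank 1 of 15890 with VEGF in separate libraries, stands 2 times in the STAT3 transcript, and went with a median log2 fold change of -0.10 where an A follows it and -0.04 where none does. The siRNA's sequence is not given in the paper, so the match itself was not tested. In each treatment, most of the lowered genes that could be searched lack the word, SELE, ST3GAL6 and SOCS3 among them.

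The paper also describes clusters of genes whose response to VEGF was reduced by STAT3 knockdown. Its text gives no gene-by-gene test of VEGF against PBS in HRMECs with STAT3 siRNA. In that comparison, 2118 genes passed (1337 higher, 781 lower, and 1003 and 1255 when scaled by library totals). HERPUD1 (2.79), NR4A1 (3.41), RCAN1 (3.05), ADAMTS1 (2.99) and the immune checkpoint gene VSIR (2.04) rose, and ENC1 (-1.47), FAM124B (-1.45), the growth factor BMP4 (-1.13) and PPP1R3B (-1.09) fell. The splits are again too few for a share under 0.05 and mix both groups on each side (1 of 10, highest other 0 by edgeR, against 2118).

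The response to VEGF differed between the siRNAs in 2 genes. CCDC85B, a partner of beta-catenin family proteins on chromosome 11 (65890673 to 65891635), was lower with VEGF after control siRNA (CPM 46.5, 63.2 and 63.9 with PBS, 24.8, 26.1 and 29.7 with VEGF) and not after STAT3 siRNA (44.6, 38.9 and 41.7, and 46.95, 38.7 and 42.6), a log2 difference of 1.15 (standard error 0.165, edgeR adjusted p = 0.0387). It passed in 7 of 20 alternatives, with an adjusted p between 1.21e-06 with DESeq2 and 0.233 with library totals. A gene without a symbol on chromosome 20 (1317571 to 1393096), which overlaps the named genes SDCBP2 and FKBP1A, had a log2 difference of 1.41 (standard error 0.157, edgeR adjusted p = 0.0033) and passed in all 20 alternatives (adjusted p between 2.96e-10 and 0.021). Of 100 splits of the libraries, 3 gave 2 or more genes, the real one included. The highest other called 367 genes (replicate 1 of control siRNA with PBS together with replicates 1 and 2 of STAT3 siRNA with PBS, against the rest of the PBS libraries), which points to a structure of the samples besides the groups.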

How the results depend on the processing

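The alternative that leaves out 3 libraries (last sentence) was chosen after seeing the data. VEGF with control siRNA called 2033 (without replicate 1 of VEGF) to 2440 genes with 1 library left out, and VEGF with STAT3 siRNA 1415 to 2147. All other settings for both stayed within 1.5 times the main totals, but the counts of lower genes moved more. With control siRNA they went from 1264 to 784 without replicate 1 of VEGF. With STAT3 siRNA they went from 781 to 477 without replicate 3 of VEGF, and to 1255 with library totals. The 214 genes of STAT3 knockdown with VEGF became 348 with DESeq2, 377 with only the 2 groups compared, and 93 (without replicate 1 of STAT3 siRNA with VEGF) to 136 (without replicate 3 of its control) with 1 library left out. With PBS, 179 genes became 59 with only the 2 groups compared, 19 with a replicate block as well, and 86 (without replicate 3 of control siRNA) to 226 (without replicate 2 of STAT3 siRNA). With the replicate block in the fit of all groups, the knockdown called 156 genes with VEGF. The 2 genes with a different VEGF response became 5 with DESeq2, 1 with limma-voom, library totals or the replicate block, and 1 to 2 with 1 library left out. The overlap of 100 genes became 156 with DESeq2, 66 with the replicate block, 162 with only the 2 groups compared, and 35 (without replicate 1 of control siRNA with VEGF) to 81. PC2 held 11.5% on log2 CPM and 15.1% over all genes (exact permutation p = 0.0887 for the siRNAs), and 7.85% to 10.3% with 1 library left out. The cluster that VEGF raised held 19 genes with ward.D or vst, the lower cluster 76 with either and 116 over the genes called by DESeq2, and the cluster that VEGF lowered 118 over those. With an estimated correlation, 1 list (15 with the preset one) passed for VEGF with control siRNA, 2 (18) for VEGF with STAT3 siRNA, 0 (13) for the knockdown with VEGF, 0 (9) with PBS and 0 (4) for the difference of responses, and with fry 3, 1 and 0 for the last 3. Where fewer libraries enter, the spread is estimated from fewer samples, and for the other changes the cause was not tested. Of 354 calls of named genes, 263 passed in every alternative run, and of 12993 alternative values, 417 lost a call, 120 gained one and 0 reversed. At these depths the simulated knockdown with VEGF found 39 of 68 genes changed 1.5-fold and 54 of 66 changed 2-fold, so small changes are missed. Without the 3 libraries that deviate together, 2724 genes passed for VEGF with control siRNA, 1620 for VEGF with STAT3 siRNA, 226 for the knockdown with VEGF, 171 with PBS and 2 for the difference, of which 2411, 1478, 167, 119 and 2 in that order were also called with all libraries.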

Differences from the paper's values

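The comparison with shrunken fold changes below was chosen after seeing the values. For STAT3 knockdown in the presence of VEGF, the paper gives 348 genes, 189 higher and 159 lower, and the edgeR fit gave 214, 119 and 95, at the adjusted p of 0.05. Of the 15 alternatives set before the data were examined, DESeq2 (348, 189 and 159) and the fit of only the 2 groups compared (377, 213 and 164) lie within 1.5 times the paper's counts, for the lower genes library totals as well (118), and the others do not. Of these genes, the paper finds 156 also changed by VEGF, against 100 here. Within 1.5 times lie DESeq2 (156), limma-voom (104), at least 10 counts in every library (112) and only the 2 groups compared (162), and the other 13 of 17 alternatives do not. The fit of only the 2 groups compared with a replicate block, which is not among these 17, lies outside as well (89). The paper's cluster of genes lower after the knockdown holds 116 genes and the one lowered by VEGF and higher after the knockdown 118, against 43 and 54 here. Of the 3 alternatives, clustering the genes called by DESeq2 (116 and 118) lies within, and ward.D (76 and 56) and vst (76 and 54) do not.

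In the paper's Table S2, of which 1999 of the 2802 genes could be read, the log2 fold changes with VEGF lie nearer to 0 than those here in all 21 of 26 compared genes that differ. Given as the paper's value and the value here, those that no alternative of 14 or 15 brought within the error are RCAN1 (3.114, 3.355), F3 (2.888, 4.21), DOK5 (2.081, 2.58), HERPUD1 (2.81, 2.95), ADAMTS1 (2.789, 3.01), NR4A1 (3.07, 3.45), DKK2 (3.681, 5.125), STC1 (2.822, 5.64), DERL3 (3.097, 5.41), CDH15 (2.045, 4.32), IGFBP5 (2.062, 4.05), CD200 (2.298, 3.48), NR4A3 (0.9248, 3.47) and CEMIP (2.12, 3.40). The others are IL6 (1.718, 1.83), SELE (1.292, 1.47), CNKSR3 (1.574, 1.67), SELENOK (1.875, 2.00), DNAJB9 (2.258, 2.44), LBH (1.843, 1.94) and SLC39A14 (1.841, 1.94). Of the alternatives set before the data were examined, library totals brought 5 of the 21 within the error (IL6, CNKSR3, SELENOK, LBH and SLC39A14), DESeq2 3 (CNKSR3, LBH and SLC39A14), RLE factors, at least 10 counts in every library, and only the 2 groups compared with or without the replicate block 1 each (CNKSR3), and limma-voom, no filter and the replicate block with all groups 0. Leaving out 1 library brought 2 to 6 of them within, SELE and DNAJB9 in this way alone. DESeq2 fold changes shrunk with a normal prior, an alternative chosen after seeing the values, lie within 0.01 of all 1999 values (largest difference 1.13e-05, against 2.84 unshrunk) and drop 0 of the paper's calls.

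Table S2, which these counts match, holds the values plotted in the volcano plot that the paper titles with KDR (Figure 2B), and Table S3 those in the plot titled with STAT3 (Figure 2A).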

Other observations

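Of the tests in this part, only that of RNA integrity was chosen after the result was seen.

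In HRMECs with control siRNA, VEGF lowered genes of the Notch pathway, which keeps endothelial cells quiescent. Of 19 genes, 7 fell and 1 rose (the same when adjusted over the list alone), led by the sugar transferase LFNG (-1.43) and the coactivator MAML2 (-0.51), with an adjusted p = 0.0134 from limma's camera (adjusted p = 0.105 with an estimated correlation). Of 23 endothelial identity genes, 10 fell and 4 rose (11 and 5 when adjusted over the list alone), among them the tight junction gene CLDN5 (-1.01) and the transcription factor SOX7 (-0.76), while SOX17 rose by 0.65. This list was higher in the 3 libraries that deviate together (median 0.07, 16 of 23 genes), 1 of which is in the PBS group compared and none in the VEGF group. Of 25 p53 targets, 10 fell and 2 rose (11 and 2 when adjusted over the list alone), including TP53INP1 (-1.06), SESN1 (-0.69) and CDKN1A (-0.40) (adjusted p = 0.000243 from limma's camera, and adjusted p = 0.353 with an estimated correlation). Of 23 adhesion molecules, cytokines and NF-kB targets, 12 rose and 2 fell (13 and 3 when adjusted over the list alone), among them PTGS2 (1.79).

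After STAT3 knockdown with VEGF, the same adhesion and NF-kB list was lower (median -0.19, adjusted p = 0.000237 from limma's camera, and adjusted p = 0.213 with an estimated correlation), with 2 of 23 genes lower and 0 higher (4 and 0 when adjusted over the list alone, and 2 and 0 by DESeq2). Notch genes were higher by their fold changes (median 0.16, adjusted p = 0.00236, and adjusted p = 0.204 with an estimated correlation), with 3 of 19 called, namely JAG1, JAG2 and RBPJ (0.41), while the median log2 CPM over the list per library moved by -0.04.

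In 3' UTRs, the word that went most with a rise after VEGF was ATTTATT, a sequence typical of short-lived mRNAs. Of 4667 genes that hold it, 868 (18.6%) were called higher, against 762 of 7869 others (9.68%), and it had rank 1 with STAT3 siRNA as well.

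The kinetochore and metaphase genes had a lower median with STAT3 siRNA in both treatments, although 4 of 50 passed with VEGF and 2 of 50 with PBS, and the list did not pass with an estimated correlation (adjusted p = 0.313 and 0.538). Matches to the siRNA in the 3' UTRs of these genes themselves do not account for it, since the 47 genes without GACCTAG had a median log2 fold change with VEGF of -0.409 (an indirect effect through other genes that hold it, such as TLK1, was not tested), nor do the 3 libraries that deviate together, without which it was -0.387. Low counts or transcript length do not either, since 0 of 10000 random lists of like genes had a median as low (lowest -0.12). Lower cell cycle gene expression after STAT3 knockdown is a candidate explanation that stays open, since the exact permutation p of 0.025 over the libraries was computed on this list itself, replicate 3 of STAT3 siRNA with PBS lies among the controls, and the fraction of dividing cells was not measured. In a separate list of 41 G1/S and DNA replication genes, the median log2 fold change was -0.16 with VEGF and -0.22 with PBS, and these genes were also lower in the 3 libraries that deviate together (-0.16, 5 of 41 higher).

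Replicate 1 of control siRNA with PBS and replicates 2 of both STAT3 siRNA groups deviate together from their group means and have the smallest totals of their groups, with NEAT1 (-1.05), MEG3 (-0.94), ZFP36 (-0.90) and GEM (-0.85) lower and DNASE2 (0.89) and PCDH17 (0.75) higher. Counting noise at a smaller depth does not account for it (a difference in RNA input or yield that goes with library size was not tested), since after thinning to equal totals the mean correlation of the deviations across genes, which are not independent replicates, was 0.351, nor do gene length and GC content, with 0.392 after their trends were taken out (0.428 before, over the same genes). RNA integrity may contribute. The 3 libraries have the highest integrity numbers of their groups (8.8, 9 and 8.9), so their deviation went with higher and not with lower integrity. In control siRNA with VEGF, replicate 1 lay farthest the same way and had the lowest number of its group (8.5). The integrity numbers in the paper went with the first component of the deviations at r = 0.69 (exact permutation p = 0.054) and a Spearman correlation of 0.507 (exact permutation p = 0.163), and r was 0.447 without the 2 farthest libraries, so that it cannot be told apart from a difference between cultures. No biological explanation was tested, since the labels give none.

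For the comparisons that the paper reports, splits of 3 against 3 libraries are too few for a share under 0.05. VEGF with control siRNA called 3038 genes against at most 0 for the other splits, and STAT3 knockdown with VEGF 214 against at most 0 (1 of 10 splits each, by edgeR). The other splits mix both groups on each side, so the real difference adds to the spread within them. Their 0 calls are therefore no measure of false calls.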
